# MicroRNA-Offset RNA Alters Gene Expression and Cell Proliferation

**DOI:** 10.1371/journal.pone.0156772

**Published:** 2016-06-08

**Authors:** Jin Zhao, Gavin R. Schnitzler, Lakshmanan K. Iyer, Mark J. Aronovitz, Wendy E. Baur, Richard H. Karas

## Abstract

MicroRNA-offset RNAs (moRs) were first identified in simple chordates and subsequently in mouse and human cells by deep sequencing of short RNAs. MoRs are derived from sequences located immediately adjacent to microRNAs (miRs) in the primary miR (pri-miR). Currently moRs are considered to be simply a by-product of miR biosynthesis that lack biological activity. Here we show for the first time that a moR is biologically active. We demonstrate that endogenous or over-expressed moR-21 significantly alters gene expression and inhibits the proliferation of vascular smooth muscle cells (VSMC). In addition, we find that miR-21 and moR-21 may regulate different genes in a given pathway and can oppose each other in regulating certain genes. We report that there is a “seed region” of moR-21 as well as a “seed match region” in the target gene 3’UTR that are indispensable for moR-21-mediated gene down-regulation. We further demonstrate that moR-21-mediated gene repression is Argonaute 2 (Ago2) dependent. Taken together, these findings provide the first evidence that microRNA offset RNA alters gene expression and is biologically active.

## Introduction

MicroRNA offset RNAs (moRs) were first reported in 2009 in a simple chordate ascidian *Ciona intestinalis* as approximately 20-nt-long RNAs that are derived from sequences located immediately adjacent to microRNAs (miRs) in the primary miRs (pri-miRs) by sequencing small RNA [1]. The discovery of moRs was unexpected since originally the investigators sought to identify novel miRs from the simple chordate through comprehensive sequencing. Subsequently, moRs were identified in mouse and human tissues as well as in several viruses [2–8]. The expression levels of moRs seem to be developmentally regulated in the simple chordate, and their abundance can exceed the corresponding mature miR. Pri-miRs are transcribed from miR genes by RNA polymerase II and sequentially processed by the enzymes Drosha and Dicer into a ~20–25 nucleotide mature miR duplex [9]. Bioinformatic analysis indicated that moRs predominantly originate from the 5’- arm of the pri-miR, though some moRs derived from the 3’ arm have also been reported.Though miRs are known to play a critical role in regulating gene expression, moRs are currently considered to be simply a byproduct of miR biogenesis with no known function. Umbach et al recently demonstrated that a viral moR (moR-rR1-3-5p) has a moderate inhibitory effect on the expression of an artificial mRNA, suggesting that moR could theoretically regulate endogenous target mRNAs [7]. Previous studies demonstrated that moRs maintain high sequence conservation across species, and that miR precursors containing moRs are generally old from an evolutionary perspective [2]. All these findings together with observations that miR and moR expression are often not highly correlated [2], have led us to hypothesize that moRs may be functional transcripts. In this study, we characterized moR expression in mouse vascular smooth muscle cell (VSMC) using small RNA sequencing and showed for the first time that moR-21 alters endogenous target gene expression and is biologically active.

## Materials and Methods

### Carotid Artery Injury Model

Mice were handled in accordance with US National Institutes of Health standards, and all procedures were approved by Tufts University/Tufts Medical Center Institutional Animal Care and Use Committee (IACUC). Wild type C57/Bl6 mice were purchased from Jackson Laboratory. Mice were housed in a temperature and light-controlled colony room (12 h light/dark cycle) in groups of 4 with chow diet and water provided ad libitum. The mouse carotid injury model used in this study was performed as described previously [10]. Briefly, 19–22 gram male C57BL/6 mice were anesthetized with inhaled isoflurane (3–5% induction then 1–3% maintenance to effect via nosecone). Buprenorphine was given during the opening incision (0.05–0.1 mg/kg, SC). The left common carotid artery was denuded of its endothelium by intraluminal passage of a wire. Postoperatively, mice were housed in individual cages and given buprenorphine (0.05 mg/kg, SC, PRN) for pain control. At post injury day 3, mice were euthanized and both carotid arteries were harvested. For euthanasia, mice were deeply anesthetized with 3.5% isoflurane followed by thoracotomy and organ harvest. None of the mice died prior to carotid harvest.

### Cell lines

Mouse aortic smooth muscle cell (MAoSMC) harvest and culture: MAoSMC were obtained using the explants procedure as previously published [11]. Briefly, several mouse aortas were obtained sterilely and placed into 100mm dish containing media. The adventia was cleaned off and the aorta was cut horizontally into 10–15 pieces. Each piece was placed into a 6 or 12 well collagen Biocoat plate (Fisher). Explants were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing antibiotics and 10% bovine growth serum (BGS) for 3–7 days. When the well was 50–75% confluent, the explants were removed, and the MAoSMC were cultured in low glucose phenol red-free DMEM containing antibiotics and 10% fetal bovine serum (FBS). Before experimental use, MAoSMC were grown in low glucose DMEM supplemented with 5% dextran-coated charcoal-treated fetal bovine serum.

Human embryonic kidney 293 (HEK293), MCF-7, NIH3T3, and mouse cardiac fibroblast (MCFB) cells were cultured in DMEM medium supplemented with 10% FBS. All cells were incubated at 37°C in humidified air containing 5% CO2.

### Cell transfection

Plasmid transfection was performed with Lipofectamine LTX or Lipofectamine 2000 (Life Technologies) following the manufacturer’s protocol. Transfection with miR and moR mimetics and antisense moRs (Exiqon) was performed using RNAiMAX (Life Technologies) according to the supplier’s instructions. The final concentrations of miR/moR mimetics and antisense moRs in the Western blot experiments were 20nM and 50nM, respectively.

### Cell proliferation assay

MAoSMC were transiently transfected with miR-21, moR-21, and scrambled miR control mimetics (Life technologies) at 20nM final concentration. Cells were seeded in 96-well plates at 2000 cells/well density. Cell proliferation was measured at 0, 1, 2, 3 days post seeding using Cell TiterGlo Luminescent Cell Viability assay (Promega) following the manufacturer’s protocol. Each assay was performed in quaduplicate.

### RNA extraction and real-time quantitative PCR (RT-qPCR)

Total RNA was extracted from MAoSMC using the miRNeasy kit as described in the manufacture’s protocol (Qiagen). Concentration of the isolated RNA was quantified using a spectrophotometer. The expression levels of miR-21 and moR-21 were measured by RT-qPCR using TaqMan MicroRNA Reverse Transcription Kit and Taqman® MicroRNA Assay (Life technologies). Endogenous small nucleolar RNA 202 (snoRNA202) and U6 were used as an internal control for the amount of input RNA. Each assay was performed in duplicate. The relative expression of miR-21/moR-21 was calculated using the 2^−ΔΔCt^ method. The expression levels of target genes were measured by RT-qPCR using SuperScript III First-Strand Synthesis System (Life Technologies) and SsoFast^TM^ EvaGreen Supermix (Bio-Rad) according to manufacturer’s instructions. The primers for each target are: *Cd164*: forward GTGTTCTGTAATACCTCCTACC, reverse CTGCTGATGTGACAACTGAG; *Fnip1*: forward TCCAACCTGCTTCATTCCACTC, reverse GAACCACTCCTAGCTCCTTGAC; *Mat2a*: forward TTCTCATCCATTGTCGATCTC, reverse CCTCTGATAAATTGGCTTCTTC; *Rassf3*: forward GGCTCTGCTCAGGAAGTTTC, reverse ACTAAGGGTGTCGGTTCTGG; *Mgrn1*: forward CCTCTATTGATGATGTCCTG, reverse CTTACTCCTCTATACCAACAG; *Trp53inp1*: forward GTCACTACTTCTTCCAGCCAAG, reverse CTGAGGACTCTTCACCAATGTC; *Txndc5*: forward TGAGCCCACGGGTGACAAGG, reverse GCCACACCACGGAGCATAGAAC; *Vps54*: forward GCTCACTCGCCTGACAGATC, reverse GCAGACACCGTGAAGAGAGG; *Bmf*: forward ACAACTCGGAGGCTGAGAC, reverse TCTGACTGGAACACATCATCTTC; *Lrig1*: forward TGTTGGATACACTAGAGAGC, reverse AGTCACTACATACAGCAGAG; *Stt3b*: forward AGAGTTCCGAGTAGACAAAGC, reverse CCAATCTCAGCATTACGTGTTC; *B2M*: forward TTCTGGTGCTTGTCTCACTGA, reverse CAGTATGTTCGGCTTCCCATTC; *Gapdh*: forward GCCGGTGCTGAGTATGTCGT, reverse GGCGGAGATGATGACCCTTT. All the RT-qPCR experiments were done in biological replicates (n≥3). Duplicate technical replicates were done for each biological sample. Expression of each target gene was measured in duplicate and *B2M* or Gapdh was used as internal controls for input RNA. The relative expression of each gene was calculated using 2^−ΔΔCt^ method. RT-qPCR was performed using a Taqman 7900HT instrument (Life Technologies).

### Small RNA sequencing

Total RNA including small RNAs was extracted from cultured mAoSMC using miReasy kit (Qiagen) according to the manufacturer’s instructions. Triplicate samples were prepared. Small RNA library construction and illumina HiSeq 75bp single read sequencing were performed at the Yale Center for Genome Analysis (YCGA, http://ycga.yale.edu/). moR quantitation was performed essentially as previously described [1]. Briefly, reads were trimmed to remove adaptor sequence, and inserts longer than 13 bases were mapped to the mouse mm10 genome using Bowtie [12] (with settings–n 0 -m 5—best—strata, allowing 0 mismatches and up to 5 genomic loci with a perfect match). Reads that mapped to within 50 bp of more than one annotated mouse pri-miR (from mirBase [13]) were allotted evenly between these locations. Reads that fell entirely within established miRbase 3p or 5p miR coordinates, plus or minus 3 bp, were counted as 3p or 5p miRs, respectively. Reads that fell entirely within the range of 35 bp 3’ to 3 bp 5’ of the last base of a 3p miR were counted as 3p moR reads. Those that fell entirely between 3 bp 3’ and 35 bp 5’ of the first base of a 5p miR were counted as 5p moR reads. On average each library contained 17.4 million qualifying inserts, of which 13.8 million (79.3%) mapped to one of these four regions, indicating that the large majority of inserts represented miR or moR sequences. Reads were divided by the number of million reads mapping to these regions in each library to give normalized reads per million reads (RPMR) values. Raw and processed data is available through GEO under the accession number GSE75114.

### Microarray Expression Analysis

MAoSMC were transfected with scrambled control or moR-21 mimetics at 5nM final concentration. Triplicate samples were prepared for each treatment. Total RNA was isolated at 48hr post-transfection. Labeling and hybridization to MouseWG-6 v2.0 Expression BeadChip arrays (llumina) were performed according to the YCGA protocol. The gene expression studies were carried out using the standard protocols for MouseRef-8 v2.0 Expression BeadChip at YCGA. Briefly, the Beadstudio suite of programs were used to calculate the quantile normalized expression values for all probe sets. Bioconductor packages Lumi [14] and Limma Linear models and empirical Bayes methods [15] for assessing differential expression in microarray experiments were used to process and annotate the expression values and calculate the fold changes and *P*-values. Raw and processed data is available at GEO under accession number GSE75114.

### Plasmid constructions

The luciferase reporter pIS0 was a gift from Dr. David Bartel (Addgene plasmid #12178) [16]. To generate luciferase reporter pIS0-Txndc5, the 1.3kb sequence containing the 3’UTR of Txndc5 was generated by PCR using primers 5’- CTGAGCTCGAGACCCCGGGGAAGTCAT-3’ (SacI site underlined), 5’- CATCTAGA CATTTAAGCAAAGACCAGAC (XbaI site underlined), with mouse genomic DNA as template. The PCR fragments were cloned into pIS0 using SacI/XbaI sites. To generate pIS0-Txndc5-mut1 and mut2, overlap extension PCR was performed as previously described [17]. The flanking primers are 5’-CCCAAATACTCATGCTGTTC-3’, located in the Txndc5 3’UTR, and 5’- TCTCAAGGGCATCGGTCGAC-3’, located in pIS0 backbone. The 2 sets of internal mutagenic primers are Mut1F: 5’-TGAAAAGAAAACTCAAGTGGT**TG**AATTTGGTTTATACTTTCTAA-3’, Mut1R: 5’-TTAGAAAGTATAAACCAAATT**CA**ACCACTTGAGTTTTCTTTTCA-3’ and Mut2F: 5’-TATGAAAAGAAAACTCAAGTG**AC**ACAATTTGGTTTATACTTTCT -3’, Mut2R: 5’-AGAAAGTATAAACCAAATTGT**GT**CACTTGAGTTTTCTTTTCATA -3’. The resulting extended fragment was digested by BamHI and inserted between the two BamHI sites of pIS0-Txndc5. DNA sequencing was performed to confirm the mutagenesis.

### Design of the moR-21 sponge

The moR-21 sponge oligonucleotide and reverse complement strand were synthesized at IDT (Coralville, Iowa, USA) as a gBlocks Gene Fragment. The sequence was as follows: 5’- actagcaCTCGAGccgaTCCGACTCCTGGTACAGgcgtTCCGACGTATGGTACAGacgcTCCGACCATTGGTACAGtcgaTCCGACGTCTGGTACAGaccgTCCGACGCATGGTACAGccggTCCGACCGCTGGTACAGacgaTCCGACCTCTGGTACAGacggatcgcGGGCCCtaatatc-3’. *Xho*I and *Apa*I sites were introduced for cloning. The moR-21 sponge DNA fragment was then cloned into pCMV-d2eGFP-21 (a gift from Dr. Phil Sharp, Addgene plasmid #21972), which is a miR-21 sponge plasmid [18], using the same cloning sites (*Xho*I and *Apa*I). The control sponge plasmid, pCMV-d2eGFP-CXCR4, was a gift from Dr. Phil Sharp (Addgene plasmid #21967) [18].

### Luciferase assays

HEK293 were transiently co-transfected with the pIS0 luciferase reporters, a β-galactosidase reporter, and wild type or mutated moR-21 mimetics. 24hrs after transfection, a firefly luciferase assay was carried out as follows: 20μl cell lysate was added to 100μl of firefly luciferase assay buffer (Promega). The samples were placed in a luminometer (Luminoscan Ascent, Labsystems) and light output was determined over a 10 second interval. β-galactosidase activity was measured with a Tropix Galacto-Light Plus kit (Applied biosystems) following the manufacturer’s instruction. Firefly luciferase activity was normalized to β-galactosidase activity.

### RNA-Binding protein immunoprecipitation (RIP)-RT-PCR

RIP was performed using HEK293 cell lysate (2 X 10^7^ cell equivalents per IP), 5μL of either a normal mouse IgG (Millipore, CS200621) or Anti-Ago2 antibody (Millipore, cs204386), were used together with the Magna RIP RNA-binding protein immunoprecipitation kit, as per manufacture’s protocol (Millipore). Purified Ago2 associated RNA was subjected to qRT-PCR for detection of miR-21, moR-21 and Txndc-5.

## Results and Discussion

### moR-21 is the most abundant moR in VSMC and plays a functional role in regulating cell proliferation

We performed small RNA sequencing in mouse aortic smooth muscle cells (mAoSMC). We detected the expression of 34 moRs coming from 32 precursors (at an expression level of >1 read per million reads (RPMR), S1 Table). moR-21L (also called moR-21a-5p) was identified as the most abundant moR (expression level 176 RPMR). Because of its high abundance and its close connection to miR-21, known to regulate many important processes in VSMC [19–21], we chose to further study moR-21. The schematic structure of pri-miR-21 is shown in Fig 1A. As a first step to determine whether moR-21 is functional, we measured moR-21 and miR-21 abundance in wire-injured mouse carotid arteries. The relative abundance of both moR-21 and miR-21 was significantly increased in injured carotid arteries (Fig 1B). Given that the proliferation of VSMC, the major component of blood vessel walls, contributes to the pathogenesis of a wide variety of vascular diseases, we next studied the changes of moR-21 and miR-21 abundance in non-proliferative versus proliferative VSMC. We found that the expression of moR-21 was significantly increased in cells cultured in medium containing 10%FBS or platelet-derived growth factor (PDGF), a known VSMC proliferation agonist [22] (Fig 1C left panel). In contrast, no change was observed in miR-21 expression (Fig 1C right panel). These findings suggest that in different physiological states, the expression pattern of moR-21 is different from that of miR-21. We compared the levels of moR-21 and miR-21 in mAoSMC to those in three other cell lines, by qRT-PCR. We found that the U6-normalized levels of both miR-21 and moR-21 were highest in mAoSMC, relative to mouse cardiac fibroblasts (MCFBs), NIH3T3 or HEK293 cells, indicating that moR-21 and miR-21 levels vary widely between cell types (S1A & S1B Fig). We also observed that the miR-21 and moR-21 ratio varies by 20 fold between cells lines, from 64 in NIH3T3 cells to 1253 to HEK293 cells, supporting that the relative abundance of miR-21 and moR-21 also varies widely by cell type (S1C Fig). Next we measured the effect of moR-21 and miR-21 over-expression on VSMC proliferation. Though miR-21 over-expression enhances VSMC proliferation (consistent with prior publications [19,20]), strikingly, we found that moR-21 significantly decreases VSMC growth (Fig 1D). These findings indicate that moR-21 and miR-21 exert opposing effects on VSMC proliferation.

**Fig 1:**
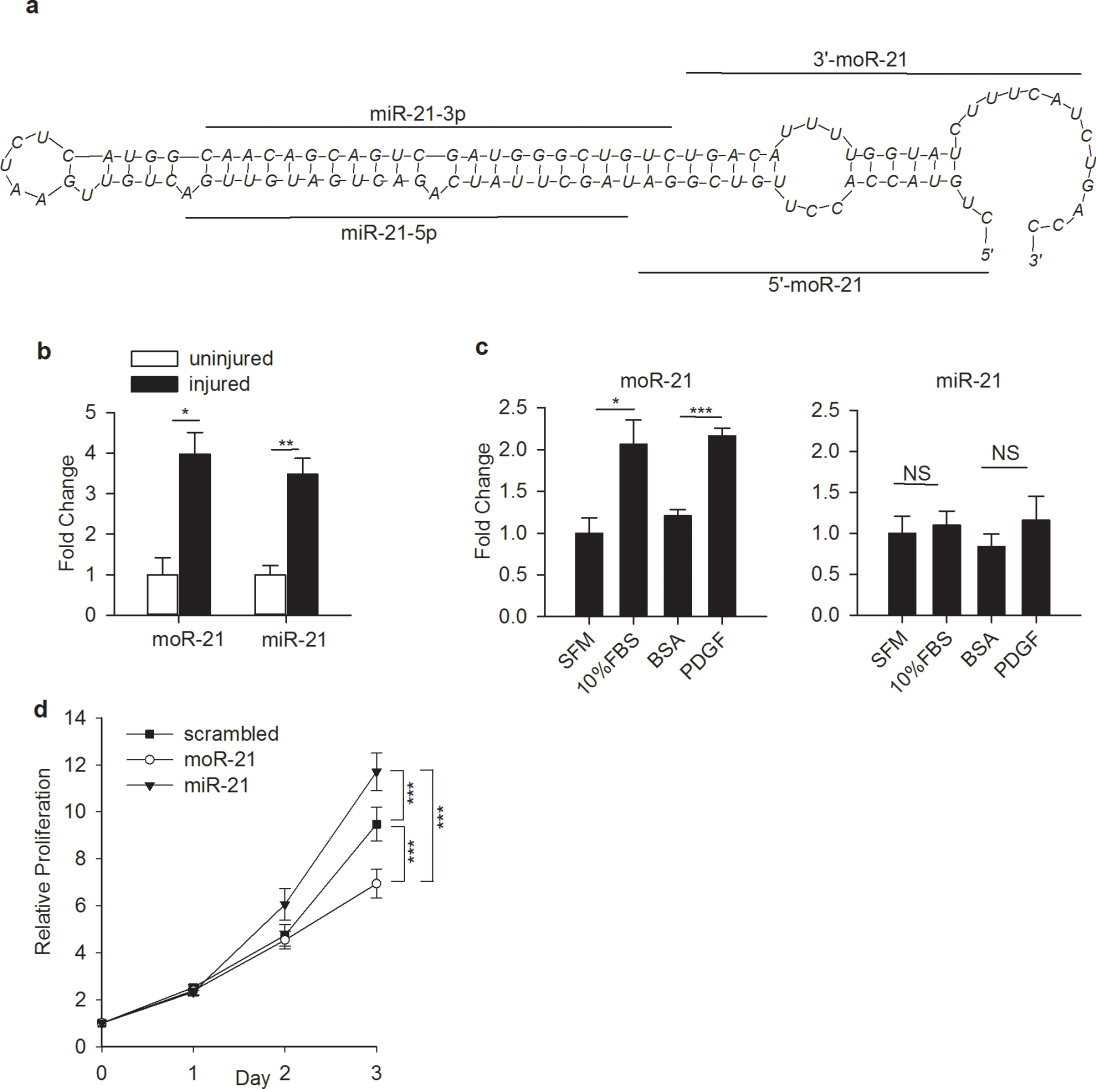
MoR-21L plays a functional role in VSMC. (a) Location of moRs and miRs sequences on the predicted secondary structure surrounding the pre-miR-21 hairpin. The RNA structure prediction software mFold was used to predict pre-miR-21 secondary structure. (b) Increased expression of moR-21 and miR-21 in injured mouse carotid artery. Data are shown as mean ± SEM and are from 3 independent experiments. (c) Abundance of moR-21 and miR-21 in VSMC cultured under different conditions. VSMC were cultured in serum free medium (SFM) and medium containing 10% fetal bovine serum (FBS) or PDGF. BSA is the control for PDGF. Data are shown as mean ± SEM and are from 4 independent experiments. (d) Effects of over-expression of moR-21, miR-21, and scrambled mimetics on VSMC proliferation. VSMC were transfected with 20nM scrambled control, moR-21, and or miR-21 mimetics. Cell proliferation was measured at 0, 1, 2, and 3 days using Cell TiterGlo. Data are presented as relative proliferation, compared with scrambled mimetic-transfected cells on day 0. Data are shown as mean ± SEM and are from 5 independent experiments. *P* values were determined by one way repeated measure ANOVA. NS: nonsignificant, *: *P*<0.05, ***: *P*<0.001.

### moR-21 plays a role in gene regulation and has a different target gene set from miR-21

To determine whether moR-21 plays a role in gene regulation, we performed gene profiling analysis in VSMC treated with moR-21 mimetics (synthetic small RNAs which contain the exact sequence of the endogenous miR or moR). 

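Microarray profiles were made from 3 samples of cultured mouse aortic smooth muscle cells transfected with the moR-21 mimetic and 3 samples transfected with the scrambled control, both at a final concentration of 5 nM and collected 48 h after transfection. Control sample 1 and moR-21 sample 3 were each hybridized to a pair of arrays, A and B, which gave 8 arrays for 6 samples. For each of the 25697 probes on the array, the authors deposited the non-normalized intensity on each array with its detection p-value, which measures how often a negative control bead is as bright. The median intensity was between 102 and 109 on the 4 control arrays and between 103 and 107 on the 4 moR-21 arrays. Between 10290 and 10508 probes per control array and between 10285 and 10512 per moR-21 array had a detection p-value under 0.01. The number of samples, not the number of probes, limits the precision of each comparison. The paper's methods name quantile normalization and the limma package. From the deposited intensities, all 8 arrays were quantile normalized together and log2 transformed, and the arrays of a sample were averaged. The limma fit then compared the treatments over the 11651 probes, with 8727 gene symbols, that had a detection p-value under 0.01 on at least 1 array, and p-values were adjusted by the Benjamini-Hochberg method. A probe was called changed at the paper's cutoffs, a fold change over 1.3 in either direction and an adjusted p under 0.002. A gene with several detected probes was read at its brightest. The values in S2 Table match arrays 1A and 3A of the repeated samples, and the paper's text gives no reason for leaving out arrays 1B and 3B. Values are therefore given over the S2 Table arrays and over all 8 arrays. The cutoffs, the 6 fixed gene lists, the rule for naming genes and the alternative settings were chosen before the data were examined, after the paper and its supplementary tables had been read.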

As a negative control, cells were transfected with a random sequence miR mimetic. 

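Over the S2 Table arrays, which leave out control 1B and moR-21 3B, limma called 838 probes changed, 460 lower and 378 higher after the moR-21 mimetic, and these carried 402 and 324 gene symbols. Over all 8 arrays it called 811 probes, 448 lower and 363 higher, with 391 and 307 gene symbols. More than 2-fold changes were found in 39 of the probes that were lower and 12 of those that were higher. In each of the 811 probes the 3 moR-21 samples lay on the same side of all 3 control samples. Such a separation was seen in 45.0% of all tested probes over all 8 arrays and in 43.7% over the S2 Table arrays, where chance gives 10%. A fold-change cutoff of 1.5 moved the number most among the alternatives, to 260 probes, 174 lower and 86 higher. The largest fall over all 8 arrays, without background correction, was that of Saa3, with a log2 fold change of −2.16 (standard error 0.068, limma adjusted p = 8.39e-11), and over the S2 Table arrays it was −2.15. With normexp background correction Txndc5 and Hp fell more than Saa3. Without it, Saa3 was followed by Txndc5, Hp (−1.85), Nptn (−1.72) and Twsg1 (−1.55). The largest rise without background correction was that of Fkbp9, with a log2 fold change of 1.43 (standard error 0.051, limma adjusted p = 1.79e-10), and over the S2 Table arrays it was 1.44, while with normexp Ndrl and Gpc1 rose more. Next came Gpc1 (1.30), Ndrl (1.28), which is also listed as a synonym of Ndrg1, Pfkl (1.17) and Ryk (1.08). A dimmer probe of Pfkl was not called and had a log2 fold change of 0.02.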

838 transcripts were differentially expressed, including 460 that were down-regulated and 378 that were up-regulated (fold-change cutoff >1.3 and adjusted p-value < 0.002) (Fig 2A, S2 Table). To identify molecular pathways that these differentially expressed genes are involved in, we performed Ingenuity Pathway Analysis (IPA). Interestingly, the top molecular networks and biological functions included entries for cell survival, cell cycle, and cell proliferation, suggesting that the observed effects of moR-21 on VSMC proliferation could arise from its effects on gene regulation (S3 and S4 Tables).

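The direction of proliferation genes was read from a fixed list of 41 symbols of DNA replication and mitosis genes, written after S2 Table had been read, of which 38 were on the array and 30 were detected. Over all 8 arrays, 26 of these 30 genes were higher and 4 lower after the moR-21 mimetic. Their median log2 fold change was 0.13 over the S2 Table arrays, without control 1B and moR-21 3B, and also 0.13 over all 8 arrays. The limma fit called 8 of them higher and 0 lower over all 8 arrays, and 7 higher and 0 lower over the S2 Table arrays, where Tyms fell short of the fold-change cutoff with a log2 fold change of 0.38. When adjusted over the list alone, 8 were called higher and 0 lower, and at an unadjusted p under 0.05 there were 18 higher and 2 lower. The genes called higher were Tk1 (log2 fold change 0.67), Mcm4 (0.64), Ccnb1 (0.49), Mcm3 (0.48), Birc5 (0.43), Cdc2a (0.41), Tyms (0.41) and E2f1 (0.38), and a dimmer probe of Tk1 was not called (0.20). The lowest values were those of Mybl2 (−0.25, limma adjusted p = 0.00203) and Rrm2 (−0.18). As a set, the list was higher in limma's camera test with a preset correlation of 0.01 (adjusted p = 1.08e-04 over the 6 fixed lists, and 2.11e-04 over the S2 Table arrays). Limma's fry test gave an adjusted p of 5.64e-04, but fry does not set a list against other genes. The smooth muscle list, another of the 6, had the same fry value without a camera call (camera adjusted p = 0.230). For the proliferation list, the camera p with an estimated correlation was 0.0168 before any adjustment. Adjusted over the 6 lists it was no longer under 0.05, so the call did not hold there. Among the alternatives, the adjusted camera p was between 1.29e-06 and 4.26e-04, and normexp background correction moved the median most, to 0.23. The growth assay of Fig 1D used a higher concentration of the mimetic than the arrays. From the functions listed for the changed transcripts, the paper proposes that the effect of moR-21 on VSMC proliferation could arise from its effects on gene regulation.

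**Figure D1:**
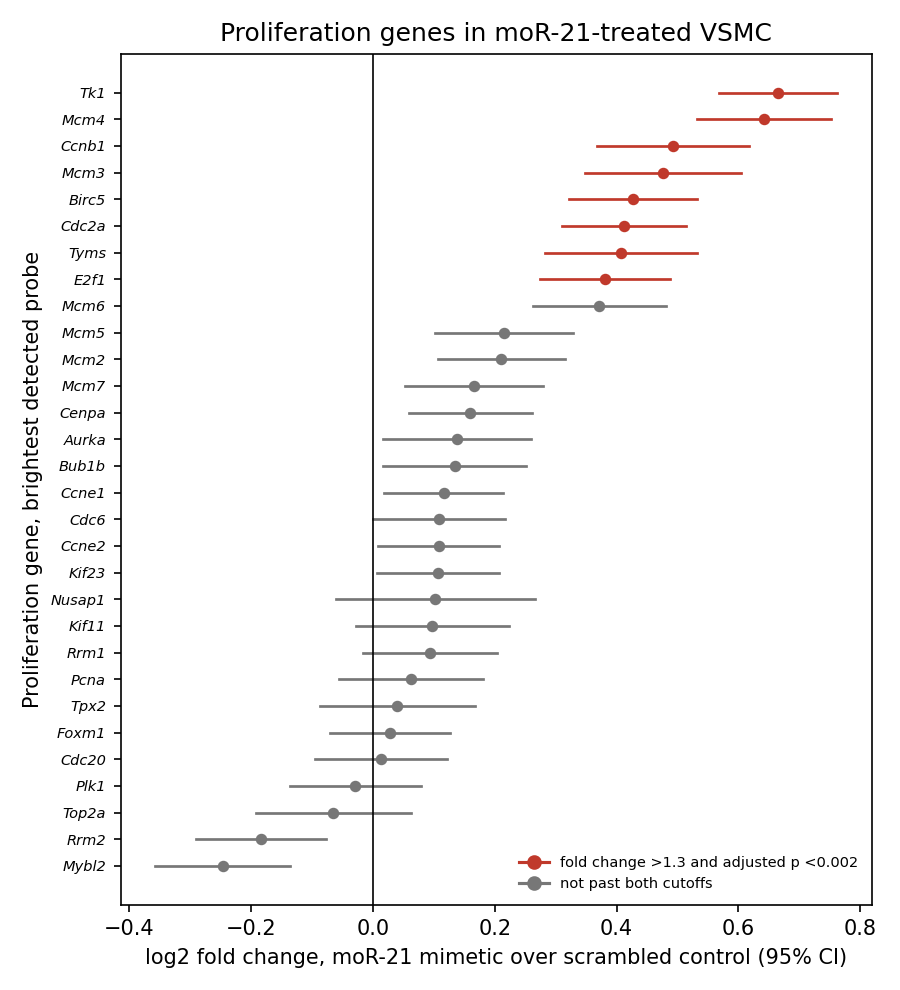
Log2 fold change (moR-21 mimetic over scrambled control, 3 samples each, all 8 arrays) of the 30 detected proliferation genes on the horizontal axis, as points with 95% confidence intervals, with red marking the genes past both cutoffs. The 8 genes in red lie between 0.38 and 0.67, and 4 genes lie below 0.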

**Fig 2:**
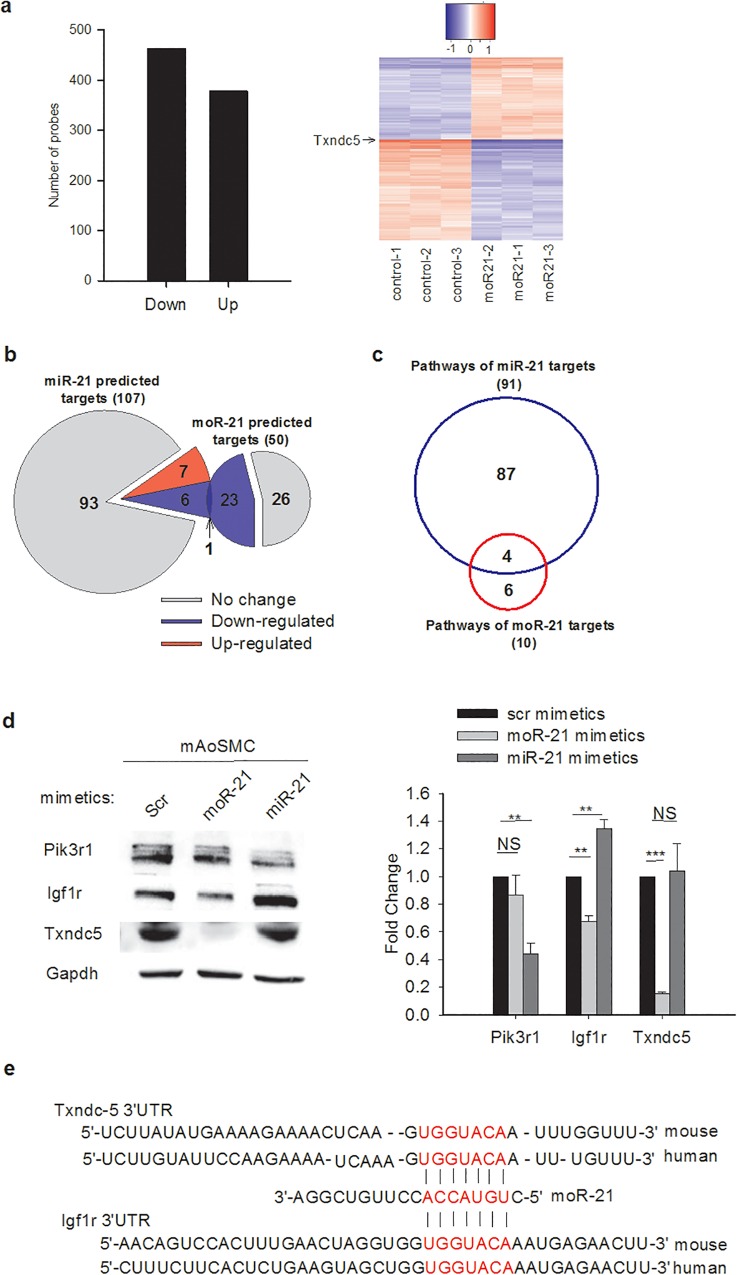
moR-21 plays a role in gene regulation and has a different target gene set from miR-21. (a) Differentially expressed transcripts in moR-21 over-expressed VSMC compared with scrambled control-treated cells. In moR-21-treated cells, 460 and 378 transcripts were down- or up-regulated, respectively. Fold change cutoff is 1.3 and adjusted *P*< 0.002. Right panel: a differential expression heatmap for all 838 genes that were significantly regulated by moR-21 showing the log base 2 expression value for each sample minus the average log base 2 expression value for all samples (three control and three moR-21 treated). (b) Comparison between miR-21 and moR-21 targets predicted by TargetScan and their regulation by moR-21, as detected by microarray in VSMC. (c) Comparison of molecular pathways that predicted miR-21 and moR-21 targets participate in. The analysis was performed using IPA with a *P*-value cutoff < 0.05. d, Pik3r1, Igf1r, and Txndc5 protein abundance in scrambled control, moR-21, or miR-21 mimetic treated mAoSMC cells. Representative western blots are presented. Densitometry analysis for western blots is shown at the bottom. e. Conserved moR-21 binding sites in the 3’UTR of Txndc-5 and Igf1r. Data are from at least 4 independent experiments and presented as fold change. Values are mean ± SEM. The significance of differences between different treatments was determined by Student’s *t*-test. NS: non-significant, **: *P*<0.01, ***: *P*<0.001.

For miR-mediated regulation of gene expression, complementary binding of the miR “seed” region, nucleotides 2–8 from the 5’ end of the miR, to the “seed match” region in the mRNA 3’UTR is essential for target recognition and binding [23]. To investigate whether a seed region is also important for moR-21-mediated gene regulation, we performed target gene prediction analysis for moR-21 using Targetscan 5.2 Custom (http://www.targetscan.org). We scanned mouse gene 3’UTRs for potential “seed match” sequences to nucleotides 2–8 of moR-21. 97 conserved targets with 99 conserved sites were predicted for moR-21 and 50 of these predicted targets were detected in the VSMC gene array with a signal above background noise. Among these predicted 50 targets, 24 were down-regulated in moR-21 treated cells, and 26 were unchanged in the microarray (Fig 2B). The probability of 24 or more of the 50 predicted target genes also being down-regulated by moR-21, by chance, is p. < 3e-16 (by Binomial test). 

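A binomial test of this kind rests on the share of all detected genes that were down-regulated. Over the S2 Table arrays, without control 1B and moR-21 3B, 402 of the 8727 detected gene symbols (4.61%) had a detected probe called lower, and over all 8 arrays 391 (4.48%) had. At these shares 50 genes drawn at random would include on average 2.30 and 2.24 such genes. With the paper's 24 of 50 set against these shares, the one-sided binomial p was 3.13e-19 and 1.66e-19. The test takes the genes as independent. The paper's text does not state the share it used, and the 50 predicted targets were not analysed here as a set. S5 Table names 5 predicted targets of moR-21. Of these 5, 4 were lower and 1 was higher, limma called 1 lower, Ywhaz, and the count was also 1 when adjusted over the list alone. Ywhaz had a log2 fold change of −0.44 over the S2 Table arrays (limma adjusted p = 1.22e-04) and −0.40 over all 8 arrays (limma adjusted p = 1.57e-04). It lay close to the fold-change cutoff and lost the call under 7 of 19 alternatives, among them array B in place of array A, with a log2 fold change of −0.35. Slc8a1 (−0.34), Kat2b (−0.16) and Smarca2 (0.21) were not called over all 8 arrays, and neither was Igf1r.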

To determine whether there is an overlap between predicted miR and moR-21 targets expressed in VSMC, we performed target prediction analysis for miR-21. 204 targets with 210 conserved sites were predicted for miR-21. 

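S5 Table names 8 predicted targets of miR-21 that take part in pathways shared with predicted moR-21 targets, namely Pik3r1, Bcl2, Stat3, Rasa1, Tgfbr2, Map3k1, Map2k3 and Pfkm. Of these 8 genes, 7 were higher and 1 was lower after the moR-21 mimetic. The limma fit called 0 of them lower and 1 higher over the S2 Table arrays, without control 1B and moR-21 3B, and over all 8 arrays. The counts were also 0 and 1 when adjusted over the list alone, and at an unadjusted p under 0.05 there were 0 lower and 4 higher. The gene called higher was Map2k3, with a log2 fold change of 0.63 over the S2 Table arrays and 0.62 over all 8 arrays (standard error 0.047, limma adjusted p = 2.47e-07). The log2 fold changes of the uncalled genes were between −0.08 and 0.32 over the S2 Table arrays and between −0.09 and 0.32 over all 8 arrays. That of Pfkm was 0.02 and changed sign under median scaling and cyclic loess, to −0.01 in each.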

107 of the predicted targets were detected in VSMC with a signal above background noise, and only 7 were altered in moR-21 treated cells. Next we compared the down-regulated predicted targets of miR-21 and moR-21 and found only 1 gene was a predicted target of both moR-21 and miR-21 (Fig 2B). These results indicate that moR-21 and miR-21 have largely different target gene sets. Given the opposing effects of miR-21 and moR-21 on VSMC proliferation and the minimal overlap in predicted target genes, we hypothesized that miR-21 and moR-21 might regulate different genes that are involved in the same molecular pathway. To test this hypothesis, we performed pathway analysis for predicted moR-21 and miR-21 targets that are expressed in VSMC. IPA analysis showed that the 107 predicted targets of miR-21 participate in 91 canonical pathways, whereas the 50 predicted targets of moR-21 are involved in 10 pathways (*P* value cutoff <0.05). We further compared these pathways and found that 4 pathways are shared by miR-21 and moR-21 predicted targets (Fig 2C). The shared pathways and predicted targets are shown in S5 Table. We then studied the effects of over-expression of moR or miR-21 on genes that participate in several shared pathways. As shown in Fig 2D, for Igf1r, moR-21 significantly decreased its protein abundance, whereas miR-21 significantly increased its protein abundance, suggesting that miR and moR-21 may have opposite effects on certain genes. In contrast, the protein abundance of Pik3r1 was significantly decreased by miR-21 but not moR-21, while the protein abundance of Txndc5, one of the most highly moR-21 down-regulated genes (shown in Fig 2A heatmap), was significantly decreased by moR-21 but not miR-21, indicating that some genes are specifically regulated only by miR or moR-21. 

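The array measured the mRNA of Txndc5 with probe ILMN_1250947, detected on all 8 arrays. Over the S2 Table arrays, without control 1B and moR-21 3B, its log2 signal was 10.70 ± 0.027 (SD, n = 3) in control samples and 8.68 ± 0.095 (SD, n = 3) in moR-21 samples. Its log2 fold change there was −2.02 (limma adjusted p = 1.04e-11). Over all 8 arrays the log2 fold change was −2.02 as well (standard error 0.055, limma adjusted p = 1.70e-11), a fold change of −4.06. It ranked 2 among the 8727 gene symbols, counted from the largest fall, over both sets of arrays without background correction. With each sample left out in turn, the log2 fold change stayed between −2.08 and −1.99. Pik3r1 mRNA, read in the same way, had a log2 fold change of 0.28 (limma adjusted p = 2.06e-04), under the fold-change cutoff.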

No change was observed in the protein abundance of Stat3 and Ywhaz in either miR or moR-21 mimetic treated cells (Data not shown). To determine whether moR-21 regulates the same targets in a different cell type, we measured Igf1r and Txndc5 protein abundance in moR-21 mimetic transfected MCF-7 cells. A pattern similar to that observed in VSMC, of moR-21-mediated down-regulation, was observed (S1 Fig). We examined the 3’UTR of Txndc-5 and Igf1r and found a highly conserved binding site for moR-21, which perfectly matched nucleotides 2 through 8 of moR-21 (Fig 2E).

To confirm that the gene expression changes we observed in moR-21 mimetic over-expressing cells are not due to nonspecific or off-target effects, we examined the effect of antisense moR-21 on the abundance of Txndc5. As shown in Fig 3A, moR-21 mimetic decreased Txndc5 protein abundance, and this effect was reversed by anti-moR-21. Importantly, anti-moR-21 also increased Txndc5 protein abundance in cells transfected with scrambled moR-21 control mimetic, demonstrating reversal of the inhibitory effect of endogenous moR-21 on Txndc5 expression. To further confirm that endogenous moR-21 is functional, we performed another loss-of-function study using a ‘moR-21 sponge’. Sponges are artificial nucleotide sequences which are complementary to a miR of interest, that have been previously used as an alternative way to inhibit the function of endogenous miRs [18]. The moR-21 sponge we designed contains 7 copies of bulged moR-21 binding sites in the 3’UTR of a reporter gene (Fig 3B). As a control, we used a sponge with repeated binding sites complementary to an artificial miR (but not complementary to any known miR) ^18^. As shown in Fig 3C and 3D, both mRNA and protein abundance of Txndc5 was significantly increased in moR-21 sponge-transfected HEK293 cells (with only endogenous moR-21 expression), supporting further that the endogenous moR-21 downregulates Txndc5 expression.

**Fig 3:**
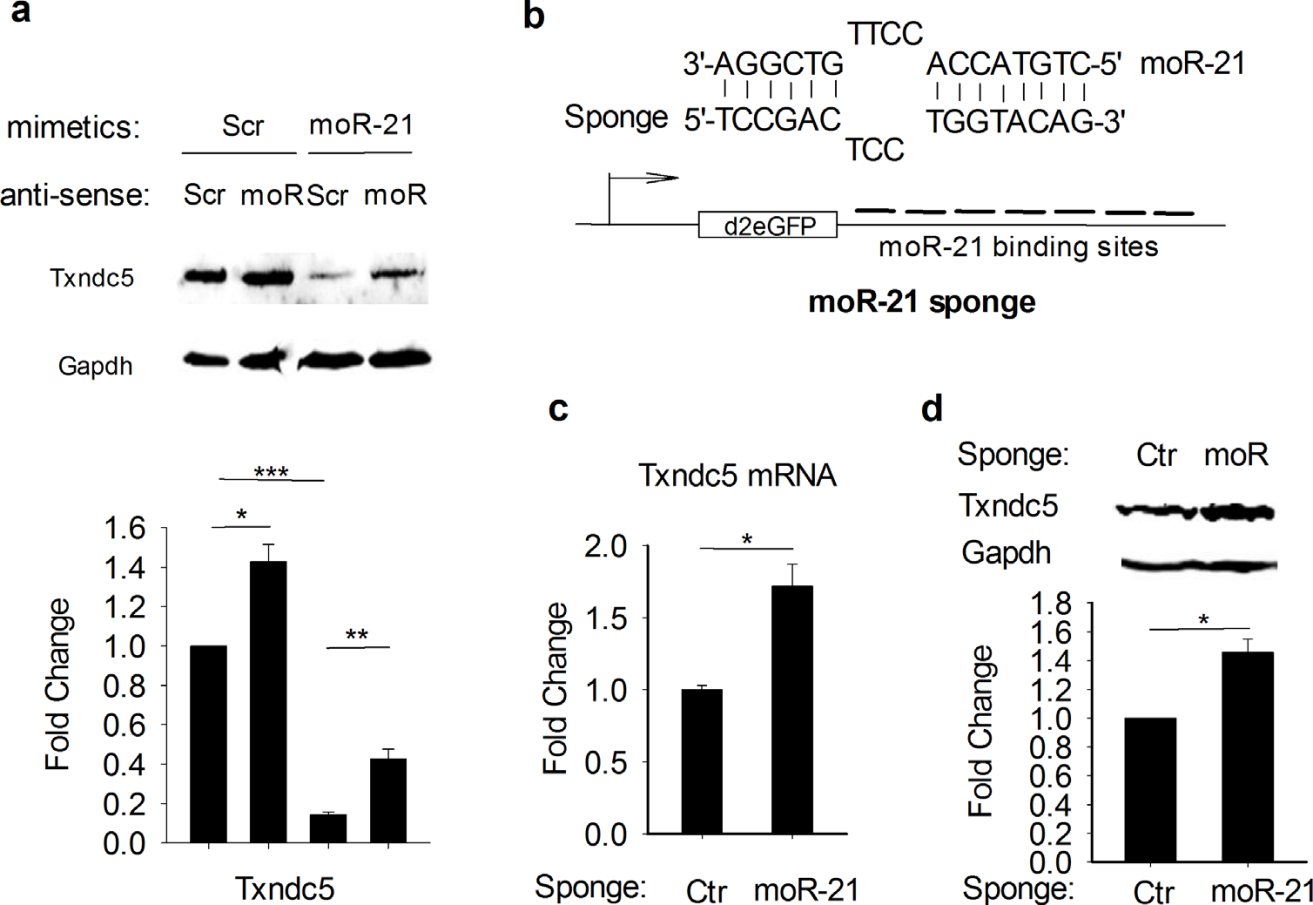
Endogenous moR-21 downregulates Txndc5 expression. (a) Txndc5 protein abundance in scrambled or moR-21 mimetic and scrambled or anti-moR-21 treated cells. Representative western blots are presented. Densitometry analysis for western blots is shown in the lower panel. Data are from at least 4 independent experiments and presented as fold change, compared with scrambled mimetic and scrambled anti-moR treated cells. (b) Upper panel: the moR-21 sponge was designed with bulged binding sites to avoid endonucleolytic cleavage by Ago2. Lower panel: the moR-21 sponge was constructed by inserting 7 copies of bulged moR-21 binding sites into the 3’UTR of a destabilized GFP reporter gene. (c) qRT-PCR analysis of Txndc5 mRNA in control or moR-21 sponge transfected HEK293 cells. Gapdh was used as an internal control for RT-qPCR. (d) immunoblot analysis of Txndc5 protein abundance in control or moR-21 sponge transfected HEK293 cells. Data are from 4 independent experiments. Values are mean ± SEM. The significance of differences between different treatments was determined by Student’s *t*-test. NS: non-significant, *: *P*<0.05, **: *P*<0.01, ***: *P*<0.001.

### Seed region plays a key role in moR-21-mediated gene down-regulation

Our initial target gene prediction analysis for moR-21 suggested that a seed region may also exist in moR-21 and play a critical role in moR-21-mediated gene regulation. Nucleotides 2–8 represent the classic seed region for miRs. To determine whether sequences other than 5’ end 2–8 might serve as a seed region for moR-21, we performed target prediction analysis for all potential seed sequences in moR-21 using Targetscan (Fig 4A). We then examined the changes of these genes in the gene profiling data. Targets predicted by nucleotides 2–8 have the highest number of regulated targets (all of them are down-regulated genes), suggesting that nucleotides 2–8 may be the most relevant seed region of moR-21. However, targets predicted for the potential seed sequences 1–7 and 3–9 also included many more down-regulated genes than targets predicted for the other potential seed sequences. To explore this observation further, we compared the down-regulated targets that were predicted by the first three seed sequences. Overlap of predicted targets amongst these three seed sequences is shown in Fig 4B. Four genes were predicted by all three seed sequences and seven more genes were predicted by two seed sequences (including Txndc5). Since these 11 genes are most likely to be direct targets of moR-21, we used these genes as candidate targets of moR-21 in the following studies. Detailed information regarding these targets is listed in the S6 Table.

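S6 Table lists 11 candidate targets, chosen by the paper among the transcripts called lower on these same samples, so their values are not independent evidence of an effect. Over the S2 Table arrays, without control 1B and moR-21 3B, the log2 fold changes of their brightest detected probes ran down from −0.36 to that of Txndc5. Over all 8 arrays they had a median of −0.73 and standard errors between 0.047 and 0.066. All 11 were lower, each with its 3 moR-21 samples below all 3 control samples, and 4 of them fell more than 2-fold. The limma fit called 10 of the 11 lower over either set of arrays, and also 10 when adjusted over the list alone. After Txndc5, the largest falls were those of Stt3b (log2 fold change −1.48), Cd164 (−1.30) and Mgrn1 (−1.08). Bmf, Vps54 and Lrig1 had log2 fold changes of −0.73, −0.73 and −0.69. Trp53inp1 (−0.47), Rassf3 (−0.44) and Mat2a (−0.42) lay closer to the cutoff. Fnip1 was not called, with a log2 fold change of −0.34 (standard error 0.060, limma adjusted p = 5.28e-04) and a fold change of −1.27. A dimmer probe of Fnip1 was called over the S2 Table arrays (log2 fold change −0.44) but not over all 8 arrays (−0.37). The brightest probe was called only without control sample 2, at −0.40. The 3 dimmer probes of Mat2a were not called over either set of arrays, and a dimmer probe of Trp53inp1 was called over the S2 Table arrays (−0.41) but not over all 8 arrays (−0.36). Among the alternatives, a fold-change cutoff of 1.5 moved the count most, to 7. Normexp background correction gave 8, without Trp53inp1 and Mat2a, and median scaling gave 9, without Trp53inp1.

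**Figure D2:**
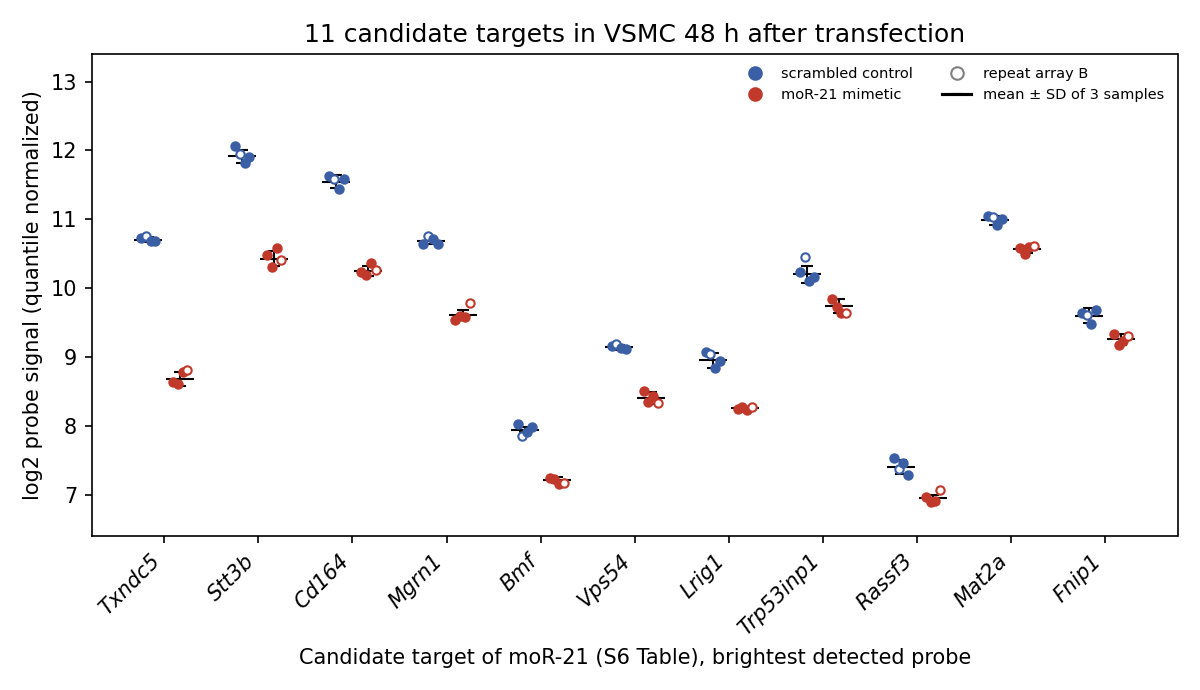
Quantile-normalized log2 signal of the 11 candidate targets on the vertical axis, at the brightest detected probe of each gene, with 1 point per array, open points for the repeat arrays B, and bars for the mean ± SD of 3 samples. In each gene the means of the moR-21 samples lie below those of the control samples, with a median log2 fold change of −0.73.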

**Fig 4:**
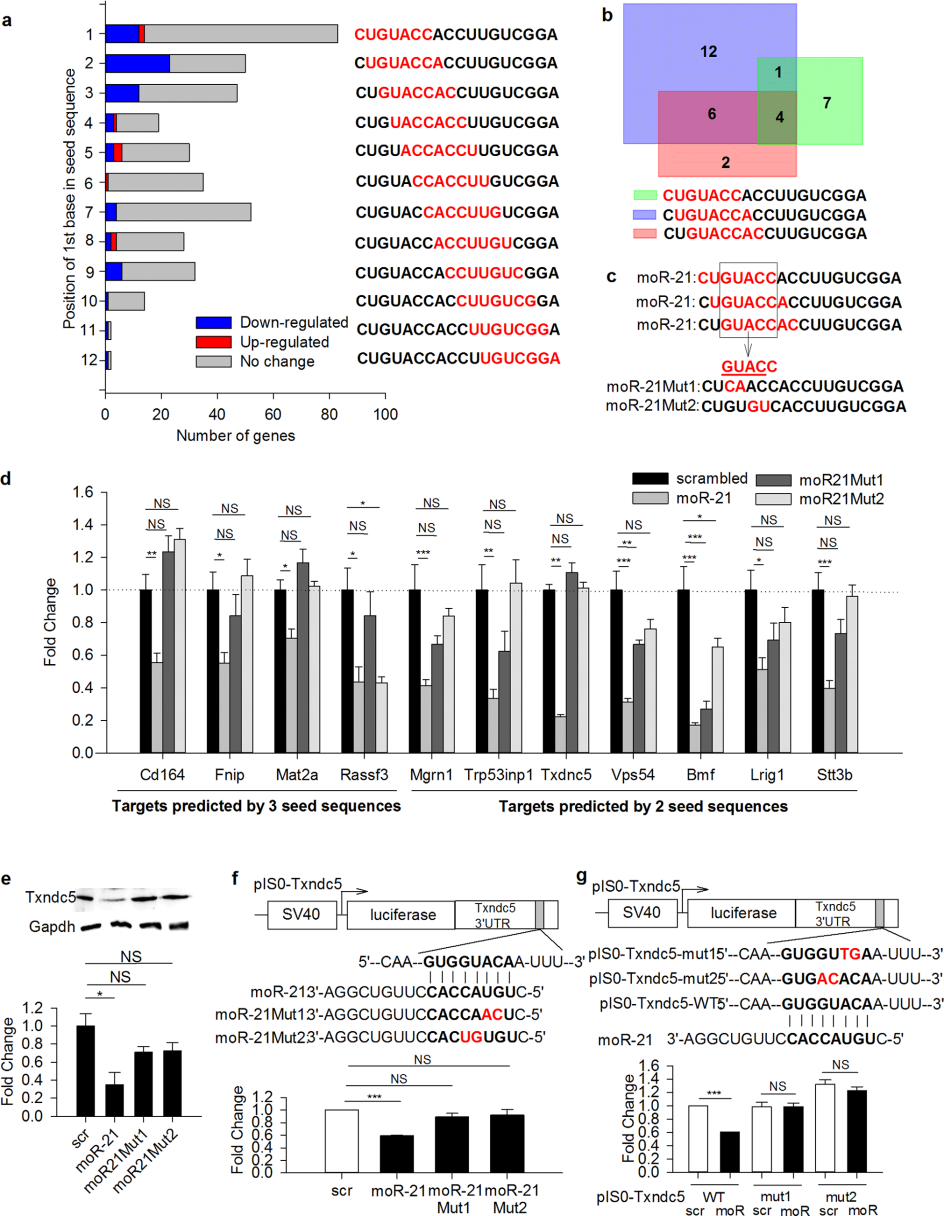
“Seed” region plays a key role in moR-21-mediated gene down-regulation. (a) Target prediction analysis for all potential “seed” sequences (highlighted in red). Numbers of predicted targets that were significantly down-regulated, up-regulated or unchanged in the microarray are represented by blue, red, and grey bars, respectively. (b) Overlap among down-regulated targets predicted by the first 3 “seed” sequences. (c) The common region of the first 3 “seed” sequences is GUACC. Each moR-21 mutant (Mut1 and Mut2) carries 2 nucleotide substitutions in the common region, which are highlighted in red. (d) Effects of wild-type and mutated moR-21 mimetics on the mRNA levels of the 11 targets genes predicted by 2 or 3 potential “seed” sequences. Each gene expression level was calculated as relative fold change compared to the scrambled control-treated sample. B2M was used as an internal control for RT-qPCR. Data are shown as mean ± SEM and are from at least 5 independent experiments. (e) Txndc5 protein abundance in scrambled control, wild type moR-21, and mutated moR-21 treated cells. Representative western blot is presented. Densitometry analysis for western blots is shown at the bottom. Data are shown as mean ± SEM and are from at least 3 independent experiments. (f) (g) Schematic presentation of Txndc5 3’UTR luciferase reporter and luciferase assay. A perfect match between the “seed” region in moR-21 and the “seed match” region in Txndc5 3’UTR is represented by short vertical lines. Nucleotide substitutions in moR-21 “seed” region (f) and Txndc5 3’UTR “seed match” region (g) are highlighted in red. Luciferase activity was normalized to beta-gal activity. Data are presented as fold change, compared with scrambled control-treated cells. Values shown are mean ± SEM of at least 3 independent experiments. The significance of differences between different treatments was determined by one-way analysis of variance (ANOVA), followed by Tukey’s test (b) or Student’s *t*-test (c), and Student’s t-test (d,e). NS: non-significant, *: *P*<0.05, **: *P*<0.01, ***: *P*<0.001.

To confirm the seed sequence plays a key role in moR-21-mediated gene regulation, we designed two synthetic moR-21 mutants each with two nucleotide substitutions in the common region of the first three seed sequences (Fig 4C). We then determined the effect of over-expressing the wild-type and mutated moR-21s in VSMC on the abundance of the 11 gene targets that were predicted by at least two of the first three seed sequences. MoR-21 significantly decreased the mRNA level of all 11 genes in VSMC (Fig 4D). Among the four target genes that were predicted by all three seed sequences, none were down-regulated by mutant 1 (moR21Mut1), and only one was decreased by mutant 2 (moR21Mut2) (Fig 4D). Among the seven genes that were predicted by two seed sequences, only two were regulated by moR21Mut1 and only one was regulated by moR21Mut2 (Fig 4D). These findings indicate that the seed sequence is indispensable for moR-21-mediated down-regulation of mRNA. To determine whether there are changes in abundance of the corresponding protein of the target genes, we measured protein expression of Txndc5 gene, the most down-regulated target among the 11 genes. We found wild-type, but not mutated moR-21, significantly decreases Txndc5 protein abundance (Fig 4E).

To further investigate the mechanism by which moR-21 regulates gene expression, we cloned the 3’ UTR of the Txndc5 gene into a luciferase reporter. We then measured luciferase activity in cells transfected with the luciferase reporter along with wild type or mutated moR-21 mimetics. Wild type moR-21 significantly reduced luciferase activity, whereas neither of the mutants had any significant effect (Fig 4F). These results suggest that moR-21 down-regulates Txndc5 expression by binding to its 3’UTR through its seed region. In addition, we mutated the corresponding bases in the seed match sequence located in the Txndc5 3’ UTR luciferase reporter and generated two seed match mutants (pIS0-Txndc5-mut1 and mut2) (Fig 4G). We then measured luciferase activity in the cells transfected with the wild type and mutated reporters along with moR-21. Consistent with data presented above, mutations in 3’ UTR seed match sequence abolished moR-21-mediated decrease in luciferase activity (Fig 4G). These findings support that the seed match sequence in the target 3’UTR is also indispensable for moR-21-mediated gene down-regulation.

### Ago2 is required for moR-21-mediated gene repression

After generation in the cytoplasm, mature single-stranded miRs are incorporated into the RNA-induced silencing complex (RISC) [24]. Within RISC, miRs bind to a member of the Argonaute (Ago) protein family, which direct them to the 3’UTR of target genes [25]. In mammals, the Ago family has four members, Ago1-4. All four Ago proteins interact with miRs [26,27]. Only Ago2 exhibits endoribonuclease activity and is capable of target mRNA cleavage. To determine whether Ago proteins are involved in moR-21-mediated gene repression, we studied the effects of Ago 1–4 knock-down on moR-21-mediated regulation of Igfr1 and Txndc5 in mAoSMC. As shown in Fig 5A, in Ago1, Ago3, and Ago4 siRNA transfected cells, similar to scrambled siRNA transfected cells, moR-21 decreases Igfr1 and Txndc5 protein abundance, whereas in Ago2 siRNA transfected cells, moR-21 has no effect, suggesting that Ago2 is required for moR-21-mediated gene repression. To further explore whether moR-21 associates with Ago2 *in vivo*, we performed anti-Ago2 RNA immunoprecipitation (RIP) in HEK293 cells and compared miR-21 and moR-21 abundance in IgG control RIP and Ago2 RIP using qRT-PCR. We found that both miR-21 and moR-21 were significantly enriched in Ago2 RIP compared with IgG RIP (Fig 5B), indicating that both miR-21 and moR-21 are Ago2-associated small RNAs. We then measured Txndc5 mRNA abundance in IgG RIP and Ago2 RIP and found that Txndc5 mRNA was significantly enriched in Ago2 RIP, indicating that Txndc5 mRNA is associated with Ago2 (Fig 5C).

**Fig 5:**
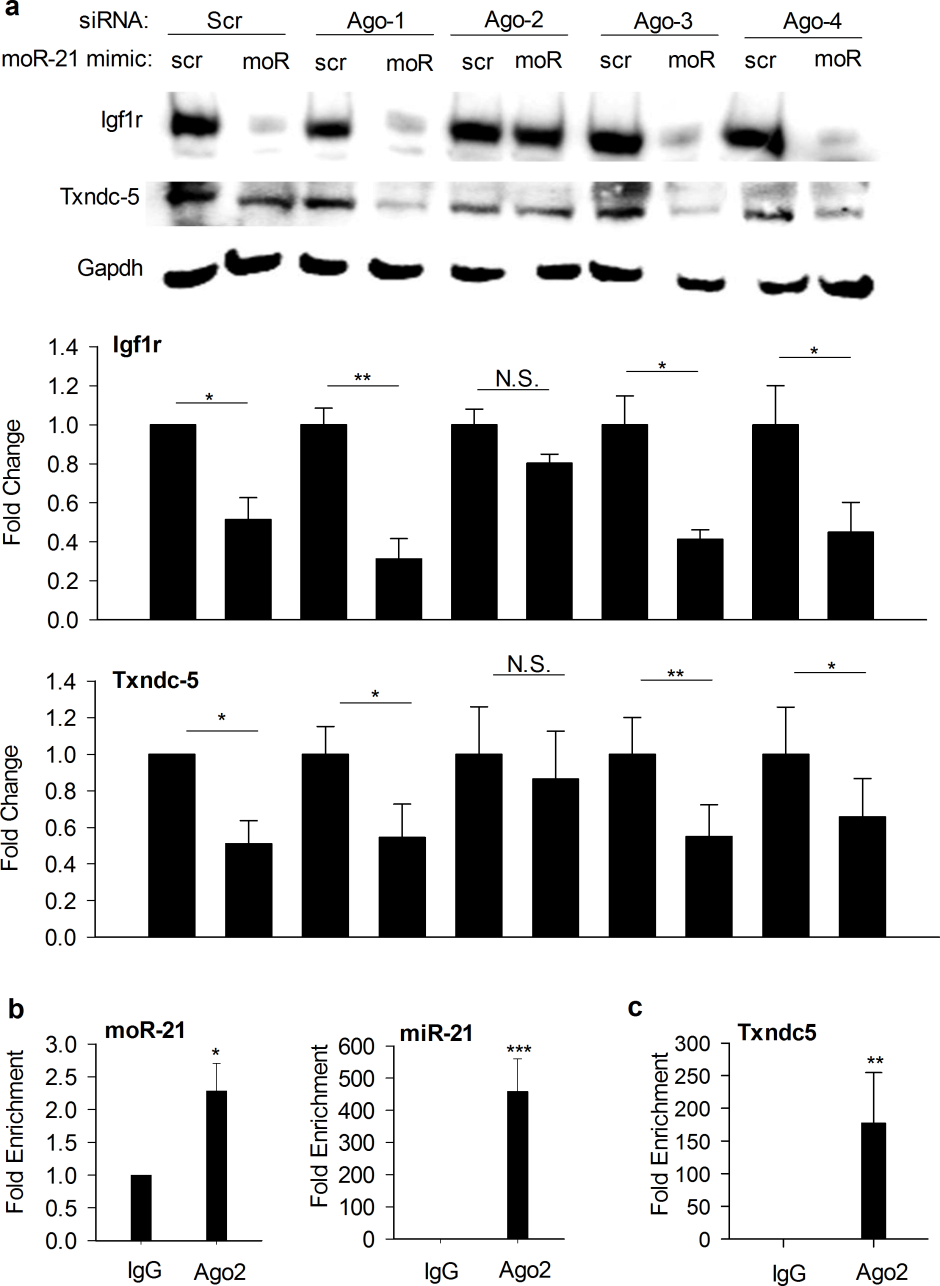
Ago2 is required for moR-21-mediated gene repression. (a) Immunoblot analysis showing the effects of knocking-down Ago1-4 on Igfr1 and Txndc5 protein abundance in moR-21 over-expressing cells. Scr: transfection control with scrambled siRNA or small RNA mimetic. Gapdh: loading control. Lower bar graphs show densitometry results in line with the representative blots. Data are from 3–5 independent experiments and presented as fold change. Values are mean ± SEM. **b,c** RIP analysis of HEK293 cell lysates to measure the interaction of Ago2 with endogenous miR-21 or moR-21 (b), and Txndc5 (c). Normal mouse IgG served as IP control. MoR-21, miR-21, or Txndc5 abundance was quantified using RT-qPCR and represented as fold enrichment in Ago2 RIP compared with IgG RIP. Data are from 4 independent experiments. Values are mean ± SEM. The significance of differences between different treatments was determined by Student’s *t*-test. NS: non-significant, *: *P*<0.05, **: *P*<0.01, ***: *P* <0.001.

MoRs are small RNAs that were previously known to be created from the same pri-miRs as mature miRs. However, there was no prior experimental evidence that moRs had any biological functions. Our results show, for the first time, that moR-21 plays a role in post-transcriptional gene regulation and inhibits VSMC proliferation. Our findings also indicate that miR-21 and moR-21 may regulate different genes in the same pathway and may oppose each other on regulation of certain genes, such as Igf1r. MoR-21 may regulate genes through several mechanisms. For Txndc5, moR-21 may induce mRNA degradation. 

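Txndc5 is a protein-coding gene on chromosome 13 of the mouse assembly GRCm38.p6, from 38500266 to 38528824. In the deposited data its log2 signal was 10.73 on control array 1A and 10.76 on control array 1B, the repeat array that S2 Table leaves out, and 10.68 in each of the other control samples. It was 8.63 in moR-21 sample 1 and 8.61 in moR-21 sample 2. On moR-21 array 3A it was 8.79, and on array 3B, which S2 Table leaves out, 8.81. All 4 moR-21 arrays thus lay below all 4 control arrays, and each repeat array differed from its partner by far less than the treatments differed. The arrays measured the amount of Txndc5 mRNA at 48 h and not its rate of decay.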

For Igf1r, moR-21 may play a role in translational repression (as Igf1r mRNA was unchanged by moR-21 in the VSMC microarray study). 

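Igf1r is a protein-coding gene on chromosome 7 of the mouse assembly GRCm38.p6, from 67952257 to 68233668, and its probe, ILMN_1239663, was detected on all 8 arrays. Over the S2 Table arrays, without control 1B and moR-21 3B, its log2 signal was 7.23 ± 0.014 (SD, n = 3) in control samples and 7.14 ± 0.063 (SD, n = 3) in moR-21 samples. The log2 fold change there was −0.09 (limma adjusted p = 0.207). Over all 8 arrays it was −0.09 as well (standard error 0.048, 95% confidence interval −0.20 to 0.01, limma adjusted p = 0.152), so the difference did not pass the cutoffs. The 3 moR-21 samples all lay below the 3 control samples, for which the two-sided exact permutation p is 0.1, the smallest that 3 samples against 3 allow. The repeat arrays left out by S2 Table gave 7.29 for control 1B and 7.08 for moR-21 3B. The probe was dim, and normexp background correction moved the log2 fold change most, to −0.22, still not called.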

Importantly, since miRs and moRs are derived from the same precursor and are physically located next to each other, our findings also highlight the need for reinterpretation of previous miR functional studies in which the expression of miRs was manipulated through disruption of miR loci or through over-expression of complete pri-miR sequences. In these cases, expression of moRs were also likely altered and thus the observed phenotype may have resulted from changes in both miR and moR expression. Though the current findings identify moR-21 as a previously unrecognized regulator of gene expression, they also leave many important questions unanswered. Future studies are needed to confirm whether the gene regulation mechanisms described here are also utilized by other moRs. In addition, moR-mediated gene regulation may be much more complicated than described here. In the current study, we predicted moR-21 targets by searching for “seed match” sequences only in the 3’UTR. It will be of great interest to study whether moRs could base pair with other regions of mRNA, or even noncoding RNAs, and regulate their expression. Furthermore, in the current study, although Txndc-5 was verified as a direct target of moR-21 by extensive functional studies, additional detailed molecular analyses of other potential moR-21 target genes will be important, in future studies, to further explore the functional significance of moR-21. Note also, that while the current study suggests that moR-21 promotes Txndc-5 mRNA degradation through interaction with Ago2 (in a mechanism similar to that used by miRs), future studies will be necessary to provide further details of moR-21 gene regulatory mechanisms. Our study also raises unanswered questions such as why the expression levels of moRs and miRs can be so different, and how their biogenesis and degradation are regulated. Despite these limitations and unanswered questions, taken together, the current findings reveal a new level of intricacy in the regulation of gene expression by identifying moRs as biologically active participants in the regulation of gene expression.

## Supporting Information

S1 Fig Relative expression levels of moR-21 and miR-21 in different cell types. Expression levels of moR-21 (A) and miR-21 (B) in mAoSMC, HEK293, NIH3T3, MCFB were measured by qRT-PCR and normalized to the ubiquitously expressed U6 small RNA. (C) The ratio of miR-21 expression to moR-21 expression also varied by cell type. Data are from at least 3 independent experiments. Values are mean ± SEM. The significance of differences between different treatments was determined by Student’s *t*-test. NS: non-significant, * *P*<0.05; **: *P*<0.01.
(TIF) Click here for additional data file.

S2 Fig Igf1r and Txndc5 protein abundance in scrambled, moR-21, or miR-21 mimetic treated MCF-7 cells. Representative western blots are presented. Densitometry analysis for western blots is shown at the bottom. Data are from at least 4 independent experiments and presented as fold change. Values are mean ± SEM. The significance of differences between different treatments was determined by Student’s *t*-test. NS: non-significant, **: *P*<0.01, ***: *P*<0.001.
(TIF) Click here for additional data file.

S1 Table Predicted moRs with genomic location and expression levels in cultured mAoSMC. (DOCX) Click here for additional data file.

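S1 Table places moRs by genomic location and gives their abundance in RPMR, as the paper defines it, a unit that divides the reads assigned to a moR by those mapped to the miR and moR regions in its library, so that abundances are relative to miR and moR reads and not to all reads sequenced. The small RNA reads behind S1 Table were not analysed here. The precursor that gives rise to moR-21 and miR-21 is annotated as Mir21a, on chromosome 11 of the mouse assembly GRCm38.p6 from 86584067 to 86584158, a length of 92 bases. This interval lies within that of the protein-coding gene Vmp1, from 86583858 to 86683836.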

S2 Table Differentially expressed genes in moR-21 transfected mAoSMC. Fold change is reported directly with a fold change downwards marked with a minus sign. AveExp is the log base 2 of the normalized average expression value for all 6 samples. NC1,2,3 & moR1,2,3 are the log base 2 expression values for each of the control and moR21 treated samples. Adj. p. value is the Benjamini-Hochberg adjusted p. value.
(XLSX) Click here for additional data file.

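The log2 values in S2 Table were set against the deposited intensities after quantile normalization of all 8 arrays together. Each of its 838 transcripts matched a different probe within 0.001 on the log2 scale in all 6 samples when control sample 1 and moR-21 sample 3 were represented by array A, and 0 matched when they were represented by array B. S2 Table thus leaves out control 1B and moR-21 3B. Of the 838 transcripts, 770 were also called in the same direction by limma when the arrays of each sample were averaged, 429 lower and 341 higher. The remaining 68 were not called there, and 0 were called in the opposite direction. Another 41 probes were called over all 8 arrays and are not in S2 Table. The largest adjusted p that S2 Table itself lists for the 838, from the paper's limma fit, was 0.00183.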

S3 Table Top 5 molecular networks predicted by IPA analysis of moR-21 targets. The p. value is determined as the chance of finding F or more of genes in the experimental gene set (which are called “focus genes”) in a network of size N, by chance, if N genes were drawn randomly from the set of all genes in their network database.
(DOCX) Click here for additional data file.

S4 Table Top biological functions of moR-21 regulated genes, predicted by IPA analysis. The p. value is the probability that there would be an equal or higher overlap of the experimental gene set with the functions annotation gene set by chance, as determined by the Fisher’s exact test. The range is the range of observed p. values for overlap of the experimental gene set with each separate “functions annotation” set of genes included in the larger biological function category.
(DOCX) Click here for additional data file.

S5 Table 4 common pathways in which predicted miR-21 and moR-21 targets participate. (DOCX) Click here for additional data file.

S6 Table Details of targets predicted by 2 or 3 potential seed sequences of moR-21. (DOCX) Click here for additional data file.

## References

[1] ShiW, HendrixD, LevineM, HaleyB. A distinct class of small RNAs arises from pre-miRNA-proximal regions in a simple chordate. Nat Struct Mol Biol. 2009;16: 183–189. 10.1038/nsmb.1536 19151725PMC2746024

[2] LangenbergerD, Bermudez-SantanaC, HertelJ, HoffmannS, KhaitovichP, StadlerPF. Evidence for human microRNA-offset RNAs in small RNA sequencing data. Bioinformatics. 2009;25: 2298–2301. 10.1093/bioinformatics/btp419 19584066

[3] MeiriE, LevyA, BenjaminH, Ben-DavidM, CohenL, DovA, et al Discovery of microRNAs and other small RNAs in solid tumors. Nucleic Acids Res. 2010; 38: 6234–6246. 10.1093/nar/gkq376 20483914PMC2952848

[4] BortoluzziS, BisogninA, BiasioloM, GuglielmelliP, BiamonteF, NorfoR, et al Characterization and discovery of novel miRNAs and moRNAs in JAK2V617F-mutated SET2 cells. Blood. 2012;119: e120–30. 10.1182/blood-2011-07-368001 22223824

[5] ZhouH, ArcilaML, LiZ, LeeEJ, HenzlerC, LiuJ, et al Deep annotation of mouse iso-miR and iso-moR variation. Nucleic Acids Res. 2012;40: 5864–5875. 10.1093/nar/gks247 22434881PMC3401436

[6] JurakI, KramerMF, MellorJC, van LintAL, RothFP, KnipeDM, et al Numerous conserved and divergent microRNAs expressed by herpes simplex viruses 1 and 2. J Virol. 2010;84: 4659–7210. 10.1128/JVI.02725-09 20181707PMC2863732

[7] UmbachJL, StrelowLI, WongSW, CullenBR. Analysis of rhesus rhadinovirus microRNAs expressed in virus-induced tumors from infected rhesus macaques. Virology. 2010;405: 592–599. 10.1016/j.virol.2010.06.036 20655562PMC2923253

[8] YaoY, SmithLP, PetherbridgeL, WatsonM, NairV. Novel microRNAs encoded by duck enteritis virus. J Gen Virol. 2012;93: 1530–1536. 10.1099/vir.0.040634-0 22492913

[9] BartelDP. MicroRNAs: genomics, biogenesis, mechanism, and function. Cell. 2004;116: 281–297. 1474443810.1016/s0092-8674(04)00045-5

[10] SullivanTRJr, KarasRH, AronovitzM, FallerGT, ZiarJP, SmithJJ, et al Estrogen inhibits the response-to-injury in a mouse carotid artery model. J Clin Invest. 1995;96: 2482–2488. 759363810.1172/JCI118307PMC185902

[11] KarasRH, PattersonBL, MendelsohnME. Human vascular smooth muscle cells contain functional estrogen receptor. Circulation. 1994;89: 1943–1950. 818111610.1161/01.cir.89.5.1943

[12] LangmeadB, TrapnellC, PopM, SalzbergSL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10(3): R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[13] KozomaraA, Griffiths-JonesS. miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res. 2014;42(Database issue): D68–73. 10.1093/nar/gkt1181 24275495PMC3965103

[14] DuP, KibbeWA, LinSM. lumi: a pipeline for processing Illumina microarray. Bioinformatics. 2008;24: 1547–1548. 10.1093/bioinformatics/btn224 18467348

[15] SmythGK. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol. 2004; 3, Article3.10.2202/1544-6115.102716646809

[16] YektaS, ShihIH, BartelDP. MicroRNA-directed cleavage of HOXB8 mRNA. Science. 2004; 304(5670): 594–596. 1510550210.1126/science.1097434

[17] HiguchiR, KrummelB, SaikiRK. A general method of in vitro preparation and specific mutagenesis of DNA fragments: study of protein and DNA interactions. Nucleic Acids Res. 1988;16: 7351–7367. 304575610.1093/nar/16.15.7351PMC338413

[18] EbertMS, NeilsonJR, SharpPA. MicroRNA sponges: competitive inhibitors of small RNAs in mammalian cells. Nat Methods. 2007;4(9): 721–726. 1769406410.1038/nmeth1079PMC3857099

[19] JiR, ChengY, YueJ, YangJ, LiuX, ChenH, et al MicroRNA expression signature and antisense-mediated depletion reveal an essential role of MicroRNA in vascular neointimal lesion formation. Cir Res. 2007;100: 1579–1588.10.1161/CIRCRESAHA.106.14198617478730

[20] LiJ, ZhaoL, HeX, YangT, YangK. MiR-21 inhibits c-Ski signaling to promote the proliferation of rat vascular smooth muscle cells. Cell Signal. 2014;26: 724–729. 10.1016/j.cellsig.2013.12.013 24388835

[21] DavisBN, HilyardAC, LagnaG, HataA. SMAD proteins control DROSHA-mediated microRNA maturation. Nature. 2008;454: 56–61. 10.1038/nature07086 18548003PMC2653422

[22] BornfeldtKE, RainesEW, NakanoT, GravesLM, KrebsEG, RossR. Insulin-like growth factor-I and platelet-derived growth factor-BB induce directed migration of human arterial smooth muscle cells via signaling pathways that are distinct from those of proliferation. J Clin Invest. 1994;93: 1266–1274. 813276510.1172/JCI117081PMC294079

[23] LewisBP, ShihIH, Jones-RhoadesMW, BartelDP, BurgeCB. Prediction of mammalian microRNA targets. Cell. 2003;115: 787–798. 1469719810.1016/s0092-8674(03)01018-3

[24] KimVN, HanJ, SiomiMC. Biogenesis of small RNAs in animals. Nat Rev Mol Cell Biol 2009;10: 126–139. 10.1038/nrm2632 19165215

[25] DueckA, MeisterG. Assembly and function of small RNA—argonaute protein complexes. Biol Chem. 2014;395(6): 611–29. 10.1515/hsz-2014-0116 24603840

[26] LiuJ, CarmellMA, RivasFV, MarsdenCG, ThomsonJM, SongJJ, et al Argonaute2 is the catalytic engine of mammalian RNAi. Science. 2004;305: 1437–1441. 1528445610.1126/science.1102513

[27] MeisterG, LandthalerM, PatkaniowskaA, DorsettY, TengG, TuschlT. Human Argonaute 2 mediates RNA cleavage targeted by miRNAs and siRNAs. Mol. Cell. 2004;15: 185–197. 1526097010.1016/j.molcel.2004.07.007

# Supplementary material for: MicroRNA-Offset RNA Alters Gene Expression and Cell Proliferation
**Source:** PLoS One. 2016 Jun 8;11(6):e0156772. doi: 10.1371/journal.pone.0156772
**Supplement:** S1 Table

**S1 Table.**

| Name | Location | Expression (RPMR) |
| --- | --- | --- |
| mmu-moR-21-5p | chr11_86584141 | 175.5 |
| mmu-moR-125a-5p | chr17_17830817 | 24.9 |
| mmu-moR-296-5p | chr2_174267113 | 22.7 |
| mmu-moR-3074-1-3p | chr13_63301211 | 21.7 |
| mmu-moR-24-1-5p | chr13_63301213 | 21.7 |
| mmu-moR-125b-5p | chr16_77646279 | 14.8 |
| mmu-moR-3102-3p.2-3p | chr7_100882330 | 14.4 |
| mmu-moR-328-5p | chr8_105308440 | 9.3 |
| mmu-moR-21a-3p | chr11_86584082 | 5.6 |
| mmu-moR-125b-5p | chr9_41581940 | 4.1 |
| mmu-let-7f-moR-5p | chrX_151912353 | 4.0 |
| mmu-let-7b-moR-5p | chr15_85707325 | 3.9 |
| mmu-let-7a-2-moR-5p | chr9_41536732 | 3.8 |
| mmu-moR-503-5p | chrX_53054049 | 3.4 |
| mmu-moR-30c-5p | chr4_120769606 | 3.3 |
| mmu-moR-324-5p | chr11_70012060 | 2.5 |
| mmu-let-7a-1-moR-5p | chr13_48538260 | 2.3 |
| mmu-moR-421-5p | chrX_103572986 | 2.1 |
| mmu-moR-33-5p | chr15_82198127 | 2.1 |
| mmu-moR-15b-5p | chr3_69009775 | 2.1 |
| mmu-moR-31-5p | chr4_88910635 | 2.0 |
| mmu-moR-23a-5p | chr8_84208527 | 1.7 |
| mmu-moR-145a-5p | chr18_61647888 | 1.6 |
| mmu-moR-125b-1-3p | chr9_41582001 | 1.6 |
| mmu-moR-542-5p | chrX_53049474 | 1.5 |
| mmu-moR-16-2-5p | chr3_69009918 | 1.5 |
| mmu-moR-16-1-5p | chr14_61631957 | 1.4 |
| mmu-moR-26a-5p | chr10_126995543 | 1.4 |
| mmu-moR-674-5p | chr2_117185151 | 1.3 |
| mmu-moR-214-5p | chr1_162223397 | 1.3 |
| mmu-moR-322-5p | chrX_53054327 | 1.2 |
| mmu-moR-130a-3p | chr2_84741116 | 1.1 |
| mmu-moR-574-5p | chr5_64970328 | 1.1 |
| mmu-moR-27a-5p | chr8_84208685 | 1.0 |
| mmu-moR-30a-5p | chr1_23272274 | 1.0 |

# Supplementary material for: MicroRNA-Offset RNA Alters Gene Expression and Cell Proliferation
**Source:** PLoS One. 2016 Jun 8;11(6):e0156772. doi: 10.1371/journal.pone.0156772
**Supplement:** S3 Table — The p. value is determined as the chance of finding F or more of genes in the experimental gene set (which are called “focus genes”) in a network of size N, by chance, if N genes were drawn randomly from the set of all genes in their network database.

**S3 Table.**

| Associated Network Functions | P value |
| --- | --- |
| Cell Death and Survival, Cell cycle, Cellular Development | 1E-49 |
| Cellular Compromise, Cellular Function and Maintenance, Cellular Growth and Proliferation | 1E-41 |
| Hereditary Disorder, Neurological Disease, Skeletal and Muscular Disorders | 1E-34 |
| Cell Cycle, Hair and Skin Development and Function, Cardiovascular Disease | 1E-30 |
| Cell-to-Cell Signaling and interaction, Developmental Disorder, Ophthalmic Disease | 1E-30 |

# Supplementary material for: MicroRNA-Offset RNA Alters Gene Expression and Cell Proliferation
**Source:** PLoS One. 2016 Jun 8;11(6):e0156772. doi: 10.1371/journal.pone.0156772
**Supplement:** S4 Table — The p. value is the probability that there would be an equal or higher overlap of the experimental gene set with the functions annotation gene set by chance, as determined by the Fisher’s exact test. The range is the range of observed p. values for overlap of the experimental gene set with each separate “functions annotation” set of genes included in the larger biological function category.

**S4 Table.**

| Bio Functions | Name | # Molecules | P value |
| --- | --- | --- | --- |
| Diseases and Disorders | Cancer | 334 | 6.84E-10 – 8.85E-03 |
|  | Gastrointestinal Disease | 138 | 6.84E-10 - 7.32E-03 |
|  | Dermatological Disease and Conditions | 88 | 1.66E-09 – 5.89E-03 |
|  | Neurological Disease | 175 | 4.64E-09 – 7.51E-03 |
|  | Skeletal and Muscular Disorders | 150 | 4.64E-09 – 8.14E-03 |
| Molecular and Cellular Functions | Cellular Growth and Proliferation | 216 | 7.44E-08 – 8.33E-03 |
|  | Cell Death and Survival | 215 | 3.15E-07 – 8.97E-03 |
|  | Cellular Movement | 133 | 4.82E-07 – 8.84E-03 |
|  | Cell Cycle | 90 | 9.40E-07 – 8.97E-03 |
|  | Cellular Assembly and Organization | 117 | 1.86E-06 - 8.84E-03 |
| Physiological System Development and Function | Cardiovascular System Development and Function | 111 | 3.16E-07 – 8.97E-03 |
|  | Organismal Development | 140 | 3.16E-07 – 8.97E-03 |
|  | Organismal Survival | 166 | 2.81E-06 - 2.81E-06 |
|  | Connective Tissue Development and Function | 71 | 9.79E-05 - 7.79E-03 |
|  | Tissue Development | 79 | 1.85E-04 – 8.97E-03 |

# Supplementary material for: MicroRNA-Offset RNA Alters Gene Expression and Cell Proliferation
**Source:** PLoS One. 2016 Jun 8;11(6):e0156772. doi: 10.1371/journal.pone.0156772
**Supplement:** S5 Table

**S5 Table.**

| Canonical Pathway | Predicted miR-21 targets | Predicted moR-21 targets |
| --- | --- | --- |
| Myc Mediated Apoptosis Signaling | PIK3R1,BCL2 | IGF1R,YWHAZ |
| IGF-1 Signaling | PIK3R1,STAT3,RASA1 | IGF1R,YWHAZ |
| Role of NFAT in Cardiac Hypertrophy | TGFBR2,PIK3R1,MAP3K1,MAP2K3 | IGF1R,SLC8A1 |
| AMPK Signaling | PIK3R1,MAP2K3,PFKM | KAT2B,SMARCA2 |

# Supplementary material for: MicroRNA-Offset RNA Alters Gene Expression and Cell Proliferation
**Source:** PLoS One. 2016 Jun 8;11(6):e0156772. doi: 10.1371/journal.pone.0156772
**Supplement:** S6 Table

**S6 Table.**

| Gene Symbol | Gene Name | Fold Change in microarray |
| --- | --- | --- |
| Cd164 | CD164 antigen | -2.4 |
| Fnip1 | Folliculin interacting protein 1 | -1.36 |
| Mat2a | Methionine adenosyltransferase II, alpha | -1.34 |
| Rassf3 | Ras association (RalGDS/AF-6) domain family member 3 | -1.44 |
| Mgrn1 | Mahogunin, ring finger 1 | -2.13 |
| Trp53inp1 | Transformation related protein 53 inducible nuclear protein 1 | -1.32 |
| Txndc5 | Thioredoxin domain containing 5 | -4.05 |
| Vps54 | Vacuolar protein sorting 54 (yeast) | -1.63 |
| Bmf | Bcl2 modifying factor | -1.70 |
| Lrig1 | Leucine-rich repeats and immunoglobulin-like domains 1 | -1.63 |
| Stt3b | STT3, subunit of the oligosaccharyltransferase complex, homolog B (S. cerevisiae) | -2.77 |

How the deposited data were processed for this re-analysis (not part of the article)

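RNA from cultured mouse aortic smooth muscle cells was measured on Illumina mouse expression arrays in 3 samples given the scrambled control and 3 samples given the moR-21 mimetic (5 nM, 48 h). Control sample 1 and moR-21 sample 3 each had a pair of arrays, so that 8 arrays stood for 6 samples. The authors deposited the probe intensities as non-normalized values, with no background correction or filter stated, and beside each intensity the deposited detection p-value. All columns of the table were assigned to a sample and treatment by their names, and 0 were left without a sample. The paper's methods name a pair of Illumina array designs, and the deposited table holds 25697 probes. Gene symbols were taken from the table as given. Of its 18138 symbols, 14307 are current symbols of the mouse assembly GRCm38.p6 and 17262 are current symbols or synonyms. The gene positions printed come from that assembly, and the array table itself gives no coordinates.

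The intensities of all 8 arrays were quantile normalized together and log2 transformed, arrays of the same sample were averaged, and limma (lmFit and eBayes) compared the treatments over the 11651 probes with a detection p-value under 0.01 on at least 1 array. The adjustment over these probes was that of Benjamini and Hochberg, and a probe was called at a fold change over 1.3 and an adjusted p under 0.002, the paper's cutoffs. Each gene was read at its brightest detected probe by mean log2 signal, and dimmer probes are given where they disagree. Because S2 Table uses array A alone of each repeated sample, the same fit was run on that set of arrays, and its values are given as those of the S2 Table arrays. Groups were treatments, with no covariate.

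The genes named in the text are the 11 of S6 Table, those of S5 Table, the Argonaute genes, the qPCR controls B2m and Gapdh, and the 5 largest falls and 5 largest rises among called genes whose samples separate completely. Of these genes 37 were tested. Eif2c1 and Eif2c4 were not detected. Other genes named in the closing section, such as Spcs3, Upk3b and members of the gene lists, were singled out after their values were seen. Of the 6 fixed gene lists (proliferation, interferon, smooth muscle, endothelial, mesothelial and macrophage genes), all were written after S2 Table had been read, so the calls of their members could have been known in part and their tests were not blind. Upk3b of the mesothelial list had been seen there, and that list is also given without it. Another 5 lists were added after the largest changes had been seen, with the genes seen first left out: glycolysis and hypoxia genes, endoplasmic reticulum stress genes, acute-phase and NF-kB genes, and the replication and the mitosis genes of the proliferation list. Gpi1 was dropped from the glycolysis list because its name matched another gene, Pigq, through a synonym. Lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 6 fixed or the 5 added lists, with camera at an estimated correlation and with fry. Camera asks whether a list changed more than other genes, and fry only whether it changed. The proliferation list was also set against 10000 random lists of the same size matched in 20 bins of mean signal, and its replication and mitosis genes were compared with a two-sided permutation test of 100000 resamples.

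The alternatives were normexp background correction with an offset of 16, median scaling, cyclic loess, stricter and no filtering on detection, array A or array B alone, all 8 arrays tied by duplicateCorrelation or taken as separate samples, eBayes with trend and robust, the replicate number as a block, each sample left out in turn, an adjusted p under 0.05, and a fold change over 1.5. All 10 splits of the 6 samples into 3 and 3 were fitted, of which 9 mix the treatments. The limma fit and camera were first tried on simulated data, and the rates that follow describe those data alone. In a simulated comparison of 3 against 3 samples over 11651 probes, 98.5% of 200 changed probes were recovered with 0 false calls among the unchanged probes by limma at these cutoffs, and a simulated shift of 0.2 in a list of 30 genes had a camera p under 0.05 in 50 of 50 draws, while an unshifted list had it in 4 of 50.

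The probe sequences were read from the identifiers in S2 Table, for the called probes alone. Tests that need 3′UTR sequences, such as those of the seed windows in Fig 4A, were left out because no 3′UTR sequences were used here, and the target sets predicted by the paper were not analysed here beyond the genes S5 and S6 Tables name. Slides were not tested as a block because the table used here names none. The software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.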

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

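The tests of normalization, mean signal, replication and mitosis genes, mesothelial cells, acute-phase genes and glycolysis genes, with the splits of the added lists, were chosen only after the result was seen. The splits of the fixed lists were planned.

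Proliferation genes were higher in moR-21-treated cells, a direction that the paper's text does not report for these genes, which it names only through functions. Their median log2 fold change was 0.13, with 26 of 30 genes higher. Under the 3 other scalings the median nearest to 0 was 0.11, which argues against normalization as the cause, and 0.04% of random lists matched on mean signal had a median as high, which argues against a trend with signal. A rise of replication genes alone was weighed next. The replication genes had a median of 0.21 (camera adjusted p = 4.42e-05, range over the alternatives 1.05e-07 to 1.47e-04), and the mitosis genes a median of 0.10 with 12 of 15 higher (camera adjusted p = 0.0396, range 0.00904 to 0.0720). At an estimated correlation the mitosis genes gave p = 0.0835 and the replication genes p = 0.0143, and with fry the adjusted p was 0.00131 and 1.13e-04. Of the mitosis genes, limma called Ccnb1 (0.49), Birc5 (0.43) and Cdc2a (0.41) higher, while Mybl2 was lower without a call. Camera at the preset correlation thus placed the mitosis genes higher and the estimated correlation did not. Fry cannot decide between them, since it does not set a list against other genes. The mitosis genes lost the call without control sample 2 (adjusted p = 0.0720) and without moR-21 sample 3 (adjusted p = 0.0638), and also under normexp (0.0579), median scaling (0.0554) and the stricter detection filter (0.0526). The means of the replication and mitosis genes were 0.256 and 0.121 and did not differ in a permutation test (p = 0.0966). These values leave a rise of replication genes alone open. Of the 10 splits of the samples, 1, the real one, gave a camera p as small for the whole list, 1 for the replication genes and 2 for the mitosis genes. The unadjusted camera p of the whole list was 1.81e-05, and the smallest among the splits that mix the treatments was 1.24e-04, so camera also gave a small p where much of the difference between the treatments cancels. With 1 of 10 the smallest share possible, the splits alone cannot exclude chance. An effect of the moR-21 mimetic remains a hypothesis. More cells in division and a delay in replication may both raise these genes, and no test of these arrays told them apart.

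Mesothelial genes were lower, in a list the paper does not discuss. The median log2 fold change of the 5 detected genes, of 13 on the array, was −0.23, and limma called Upk3b (−1.24) and Bnc1 (−0.66) lower, also when adjusted over the list alone. Gpm6a (−0.23) and Krt19 (−0.13) were lower without a call, and Cdh1 was at 0.02 and dim. The list's camera adjusted p was 0.00904 (range 3.78e-05 to 0.0780), with fry it was 5.64e-04, and at an estimated correlation p was 0.0619, so the call did not hold there. The median nearest to 0 under the other scalings was −0.23, which argues against normalization. Fewer mesothelial cells in the treated cultures could lower such genes together. Without Upk3b, which was seen first, the median of the remaining 4 genes was −0.18. Limma's camera then gave p = 0.0555, p = 0.317 at an estimated correlation, and its fry p = 0.0252, so this source stays open. Krt7, Krt8, Krt18 and Msln of the list were detected on no array. Chance cannot be excluded, since 2 of the 10 splits gave a camera p as small.

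Glycolysis and hypoxia genes were higher, in a group of genes the paper does not discuss. The list was written after Pfkl and Ndrl had been seen among the largest rises, and both were left out of it. Its median log2 fold change was 0.31 over 17 detected genes, 16 of them higher, and limma called 7 higher, Aldoa, Pkm2, Pdk1, Eno1, Ldha, Pgam1 and Slc2a1. The test of a wider glycolysis and hypoxia programme gave a camera adjusted p of 2.55e-07 (range 3.45e-09 to 9.81e-07), at an estimated correlation p was 0.00420, and with fry the adjusted p was 5.90e-06. These values go with such a programme. S2 Table had been read before the list was written, so the calls of its members could have been known in part and the test was not blind. The median nearest to 0 under the other scalings was 0.30, which argues against normalization. Of the 10 splits, 1, the real one, gave a camera p as small. Its unadjusted camera p was 5.09e-08. Among the splits that mix the treatments the camera p was between 2.29e-04 and 0.0273, so camera gave small p-values there too. With 1 of 10 the smallest share possible, the splits alone cannot exclude chance. Vegfa (−0.03) and Mxi1 (0.01), also members of the list, were not called. A shift towards glycolysis after the moR-21 mimetic is a hypothesis found and tested on the same samples, and a difference in culture conditions between the treatments was not tested.

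Saa3, which the paper's text does not discuss, had the largest fall of all gene symbols without background correction, with a log2 fold change of −2.16. With normexp background correction Saa3 was at −2.21 and both Txndc5 (−2.27) and Hp (−2.22) fell more, so its rank depends on that choice. The value nearest to 0 under the other scalings was −2.15, and the call was made under each of the 19 alternatives, which argues against normalization as the cause of the fall. A lower acute-phase and NF-kB programme could lower Saa3 and Hp together. The list of such genes without those seen first had a median of −0.10, and camera gave an adjusted p of 0.144 (range 0.0911 to 0.266), p = 0.194 at an estimated correlation, and with fry an adjusted p of 0.00131. Its members went both ways. Called by limma were C3 (−0.64), Nfkbia (−0.56) and Sod2 (−0.53) lower and Serpina3n (0.70) higher, so this explanation stays open. Of the 10 splits, 2 gave a camera p as small for the list, and chance cannot be excluded.

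Fkbp9, also outside the paper's text, had the largest rise without background correction, with a log2 fold change of 1.43. With normexp it was at 1.51, below Ndrl (1.76) and Gpc1 (1.73), so its rank depends on that choice. The value nearest to 0 under the other scalings was 1.41, and the call was made under each of the 19 alternatives, which argues against normalization as the cause of the rise. No biological explanation was tested for Fkbp9 beyond the treatment itself, which stays open.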

How the results depend on the processing

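The alternatives for the 5 added gene lists were tests chosen only after the result was seen, and all others were planned. The number of changed probes (811) was between 748 and 928 under every alternative apart from the fold-change cutoff of 1.5, which called 260 probes, 174 lower and 86 higher, by its construction. Normexp background correction called the most (928), of which 627 were among the 811. Median scaling shared 724 calls and cyclic loess 779, and no alternative called a probe in the opposite direction. Among the called probes 55.2% were lower, 58.2% under median scaling and 58.6% under cyclic loess. With each sample left out in turn, between 772 and 851 probes were called. A filter that asked for detection in all samples of a treatment removed 1596 tested probes but 0 of the calls, so its counts equal those without it. An adjusted p under 0.05 gave 815 calls, since all but 4 of the 815 probes past the fold-change cutoff also passed the stricter adjusted p. Between 7 and 11 of the candidate targets were called lower.

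Whether the replicate numbers pair the samples was not settled. The correlations of same-numbered samples' deviations were 0.187, 0.0441 and 0.0597, and those of differently numbered samples were not computed. With the replicate number as a block, 815 probes were called, 450 lower and 365 higher, with 10 candidate targets. In this balanced design the block alters the errors and not the fold changes or the medians of the lists, which are therefore no test of it. The block changed no call of a named gene or list.

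The proliferation, interferon and smooth muscle lists kept their direction and their side of the threshold under all 17 alternatives run for lists. Without a filter, in which undetected list members enter the median, that of the mesothelial genes was −0.014 and lost its call, and that of the macrophage genes turned to −0.00074. The endothelial median, with 3 detected genes, turned to 0.0036 with duplicateCorrelation and 0.0091 with all 8 arrays as separate samples, and was between −0.053 and 0.028 with each sample left out. The cause was not tested, and the list was not called under any alternative. Of the added lists, the mitosis genes lost their call under 5 of 17 alternatives, and the others kept direction and call under all 17.

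Of 700 values of the 37 named genes under 19 alternatives, 679 kept their direction and call, 15 lost a call, 2 gained one and 4 changed sign. None of the 22 called genes changed sign, and 17 kept their call under every alternative run. Pfkm turned to −0.014 under median scaling and −0.014 under cyclic loess, and was between −0.0027 and 0.047 with each sample left out. Eif2c3 was between −0.0042 and 0.051 with each sample left out. Both lay near 0 in every fit, and the cause was not tested. Ywhaz lost its call under normexp, median scaling, array B alone, 8 separate arrays, a fold change over 1.5, without control sample 3 (log2 fold change −0.37) and without moR-21 sample 2 (−0.33).

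Dim probes lie close to background without background correction, which narrows their fold changes. With normexp, Rassf3 moved from −0.44 to −1.06, Bmf from −0.73 to −1.32 and Slc8a1 from −0.34 to −0.72, the latter then called. The slide as a block and the planned tests on 3′UTR sequences were not run.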

Differences from the paper's values

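The tests below were planned. The paper's counts in S2 Table are 838 changed transcripts, 460 lower and 378 higher, against 811, 448 and 363 here. The alternative that used only array A of each repeated sample gave 838, 460 and 378. Among the alternatives set before the data were examined, only a fold-change cutoff of 1.5 gave counts more than 1.5 times below the paper's, with 260, 174 and 86.

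The paper lists Fnip1 among its down-regulated candidate targets. The paper's fold change for it in S6 Table is −1.36. Here its brightest probe had a fold change of −1.27 (log2 fold change −0.34) and was not called, so that 10 of the 11 candidate targets were called over all 8 arrays. A dimmer probe, read on array A alone, was called lower with a log2 fold change of −0.44, which matches the paper's fold change of −1.36. The brightest probe was called lower without control sample 2 (−0.40), which brought the candidate targets called to 11.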

Other observations

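The tests of Gapdh, of endoplasmic reticulum stress genes with their splits, of probe sequences, of unadjusted p-values in the splits, and of the explanations by cell type and interferon were chosen only after the result was seen. The splits of the fixed lists, of the changed probes and of the candidate targets were planned.

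Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many changed probes and 1 gave as many candidate targets called lower, the real split in each case. In the other 9 splits limma called 0 probes changed and 0 candidate targets, and at an unadjusted p under 0.05 there were between 76 and 320 probes and 0 candidate targets, against 4920 probes in the real split. The candidate targets were chosen by the paper as lower in the real grouping of these samples, so their count says nothing about chance. The mixed splits gave far fewer changed probes than the real split. However, a difference between the treatments adds to the spread within mixed groups and lowers their counts, so the contrast overstates the distance from chance. Moreover, 1 of 10 is the smallest share that 3 samples against 3 allow, so the splits alone cannot exclude chance.

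Gapdh, a control gene of the paper's qPCR, was higher after the moR-21 mimetic, with a log2 fold change of 0.41 (limma adjusted p = 8.36e-06) and a fold change of 1.33. The value nearest to 0 under the other scalings was 0.39, which argues against normalization as the cause of its direction, although the call was lost under normexp and under a fold change over 1.5. B2m, the other control gene, was at 0.09 and 0.01 at its probes and was not called.

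Txndc5, Stt3b and Spcs3 (log2 fold change −1.38), all with products of the endoplasmic reticulum, were among the largest falls. Endoplasmic reticulum stress genes without these had a median of −0.15, with 12 of 15 lower, which argues against an induced stress response. Herpud1 (−0.53) and Xbp1 (−0.50) were called lower by limma. The camera adjusted p was 0.00457 (range 7.26e-04 to 0.0151), at an estimated correlation p was 0.0330, and with fry the adjusted p was 7.34e-04. The median nearest to 0 under the other scalings was −0.17, which argues against normalization. A weaker stress response may accompany the falls, but no direction had been set for this test, so that explanation stays open. Of the 10 splits, 1, the real one, gave a camera p as small (0.00274 unadjusted), and the smallest among the other splits was 0.00296, so chance cannot be excluded.

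Interferon genes were followed because short double-stranded RNA can induce them. An interferon response to the moR-21 mimetic would raise them. The median of the 17 detected genes was −0.081, with 10 lower and 7 higher. The limma fit called 0 higher and 2 lower, Rsad2 (−1.22) and Bst2 (−0.69), the same counts when adjusted over the list alone, and at an unadjusted p under 0.05 there were 4 higher and 6 lower. Camera gave an adjusted p of 0.307 (range 0.102 to 0.643) and fry 0.165. Both treatments received a mimetic, so an interferon response common to both stays open. Of the 10 splits, 7 gave a camera p as small, and the smallest unadjusted p, 3.97e-06, came from a split that mixes the treatments.

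The labels of the samples name smooth muscle cells as the source but abbreviate the cells as aortic endothelial cells in their descriptions. Of 14 endothelial genes on the array, 11 were detected on no array, among them Pecam1, Cdh5 and Kdr, which argues against endothelial cells. Flt1, Eng and Vwf go the other way, detected on all 8 arrays at mean log2 signals of 8.33, 8.06 and 6.91. Of 13 smooth muscle genes, 9 were detected, with Acta2 at a mean log2 signal of 13.38. Myh11, Cnn1, Myocd and Actg2 were detected on no array, and Tagln was detected on 4 of 8 arrays at a mean of 6.84, so several smooth muscle markers were also missing or dim. The 3 detected endothelial genes had a median log2 fold change of −0.02 (camera adjusted p = 0.702, range 0.614 to 0.940). The limma fit called 0 of them, with 1 lower and 0 higher at an unadjusted p under 0.05. The smooth muscle genes had a median of 0.05 (camera adjusted p = 0.230, range 0.150 to 0.283, fry 5.64e-04), and limma called Acta2 higher (0.40), also when adjusted over the list alone, while Des was lower (−0.38, adjusted p = 8.60e-05) just short of the fold-change cutoff. Of 12 macrophage genes 4 were detected, with a median of 0.23 (camera adjusted p = 0.307, range 0.141 to 0.698, fry 8.68e-04). Lyz (0.58) and Lyz2 (0.48), both symbols for lysozyme, were called higher, also when adjusted over the list alone, while Cd14 was lower (−0.27) without a call. As small a camera p came from 1 of the 10 splits for the smooth muscle genes, 6 for the endothelial genes and 1 for the macrophage genes.

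Pairing of moR-21 with the probed stretch of mRNA was tested on the 50-base probe sequences of the S2 Table transcripts. A match to nucleotides 1 to 7, 2 to 8 or 3 to 9 was found in 11 of 460 probes called lower and 4 of 378 called higher (two-sided Fisher's exact test, p = 0.193). For nucleotides 2 to 8 alone it was 7 against 1 (Fisher's exact p = 0.0795, and 0.799 adjusted over 12 windows). An excess of 6 or more in the probes called lower was seen for 53 of the 12475 sequences of that length in these probes, a count that does not allow for the larger number of probes called lower. The probes cover a small part of each mRNA, so pairing stays open.

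The repeat arrays of a sample differed nearly as much as arrays of different samples. The SD of the difference was 0.0914 between control arrays 1A and 1B and between 0.100 and 0.105 between control arrays of different samples. It was 0.103 between moR-21 arrays 3A and 3B and between 0.102 and 0.119 between moR-21 arrays of different samples. The correlation that duplicateCorrelation assigned to repeat arrays was 0.154. The standard errors of the fits thus rest largely on spread between arrays. The paper's methods call the samples triplicates and do not state whether they came from separate cultures. The limma p-values may therefore not measure the spread among such cultures.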
